# Human and murine fibroblast single-cell transcriptomics reveals fibroblast clusters are differentially affected by ageing and serum cholesterol

**DOI:** 10.1093/cvr/cvad016

**Published:** 2023-01-31

**Authors:** Kim van Kuijk, Ian R McCracken, Renée J H A Tillie, Sebastiaan E J Asselberghs, Dlzar A Kheder, Stan Muitjens, Han Jin, Richard S Taylor, Ruud Wichers Schreur, Christoph Kuppe, Ross Dobie, Prakesh Ramachandran, Marion J Gijbels, Lieve Temmerman, Phoebe M Kirkwoord, Joris Luyten, Yanming Li, Heidi Noels, Pieter Goossens, John R Wilson-Kanamori, Leon J Schurgers, Ying H Shen, Barend M E Mees, Erik A L Biessen, Neil C Henderson, Rafael Kramann, Andrew H Baker, Judith C Sluimer

**Keywords:** Adventitia, Fibroblasts, Heterogeneity, Atherosclerosis, Single-cell RNA-seq

## Abstract

**Aims:**

Specific fibroblast markers and in-depth heterogeneity analysis are currently lacking, hindering functional studies in cardiovascular diseases (CVDs). Here, we established cell-type markers and heterogeneity in murine and human arteries and studied the adventitial fibroblast response to CVD and its risk factors hypercholesterolaemia and ageing.

**Methods and results:**

Murine aorta single-cell RNA-sequencing analysis of adventitial mesenchymal cells identified fibroblast-specific markers. Immunohistochemistry and flow cytometry validated platelet-derived growth factor receptor alpha (PDGFRA) and dipeptidase 1 (DPEP1) across human and murine aorta, carotid, and femoral arteries, whereas traditional markers such as the cluster of differentiation (CD)90 and vimentin also marked transgelin+ vascular smooth muscle cells. Next, pseudotime analysis showed multiple fibroblast clusters differentiating along trajectories. Three trajectories, marked by CD55 (*Cd55*+), Cxcl chemokine 14 (*Cxcl14*+), and lysyl oxidase (*Lox+*), were reproduced in an independent RNA-seq dataset. Gene ontology (GO) analysis showed divergent functional profiles of the three trajectories, related to vascular development, antigen presentation, and/or collagen fibril organization, respectively. Trajectory-specific genes included significantly more genes with known genome-wide associations (GWAS) to CVD than expected by chance, implying a role in CVD. Indeed, differential regulation of fibroblast clusters by CVD risk factors was shown in the adventitia of aged C57BL/6J mice, and mildly hypercholesterolaemic LDLR KO mice on chow by flow cytometry. The expansion of collagen-related CXCL14+ and LOX+ fibroblasts in aged and hypercholesterolaemic aortic adventitia, respectively, coincided with increased adventitial collagen. Immunohistochemistry, bulk, and single-cell transcriptomics of human carotid and aorta specimens emphasized translational value as CD55+, CXCL14+ and LOX+ fibroblasts were observed in healthy and atherosclerotic specimens. Also, trajectory-specific gene sets are differentially correlated with human atherosclerotic plaque traits.

**Conclusion:**

We provide two adventitial fibroblast-specific markers, PDGFRA and DPEP1, and demonstrate fibroblast heterogeneity in health and CVD in humans and mice. Biological relevance is evident from the regulation of fibroblast clusters by age and hypercholesterolaemia *in vivo*, associations with human atherosclerotic plaque traits, and enrichment of genes with a GWAS for CVD.

## 1. Introduction

Cellular heterogeneity and plasticity are two fundamental concepts that are beginning to define both the healthy and diseased vasculature.^1^ This challenges the traditional approach to understanding previously distinct cellular compartments in the blood vessel wall, and the identities of cells that infiltrate the vessel wall in disease.^2^ One cell type in particular, known for its high plasticity and heterogeneity in numerous organs, is the fibroblast.^3-5^ Fibroblasts mostly reside in the adventitial layer of the arterial wall, accompanied by other mesenchymal cells [e.g. pericytes and smooth muscle cells (SMCs)], immune cells, and connective tissue.^6^ Mainly fibroblasts express the stem cell marker Sca-1/Ly6a, underpinning the potential of these cells to be reprogrammed into a diverse cell repertoire, supporting extensive plasticity.^7,8^ Their functional role in fibrosis, inflammation, and angiogenesis in other organs^9,10^ makes these cells an attractive candidate for therapeutic intervention in arterial pathologies, such as atherosclerosis and vascular ageing. However, presumably also due to this plasticity, markers specifically distinguishing fibroblasts at the mRNA and protein level from other vascular cells have been very difficult to define. For example, traditional markers such as collagen 1 alpha 1 (*Col1α1*), collagen 1 alpha 2 (*Col1α2*), fibroblast activation protein (*Fap*), and fibroblast-specific protein-1 (*Fsp-1*) lack the ability to distinguish between fibroblasts and other vascular cell types.^11^ In addition, other vascular mesenchymal cells exhibit phenotypes resembling that of fibroblasts upon vascular challenges.^12,13^ Nevertheless, these markers have been used to detect fibroblast-like cells, originating from SMCs, or endothelial cells in atherosclerosis.^13-15^ Thus, there is a need to resolve their fibroblast specificity to discern the impact or limitations of these studies. In addition, the role and regulation of potential fibroblast heterogeneity in vascular health and disease is not explored in sufficient detail but understanding disease-stimulating or -preventing phenotypes may impact therapeutic approaches.

Single-cell RNA-sequencing (scRNA-seq) and concomitant extensive validation could resolve the ambiguity of fibroblast identity markers and potential heterogeneity. Indeed, scRNA-seq has been key in identifying pan-fibroblast-specific markers across the microvasculature in several major organs compared with mural cells (MCs) (consisting of pericytes and SMCs).^16^ Yet, it remains to be defined which markers are specific for arterial adventitial fibroblasts compared with other arterial cells. Previous scRNA-seq analyses of healthy murine vasculature have described transcriptomics of all arterial wall cell types, including fibroblasts, in a so-called atlas approach.^17,18^ While both studies propose cell identity markers and indicate the presence of multiple fibroblast clusters, the data stem from a low number of fibroblasts, and results are not comprehensively validated on protein level. We hypothesize that a very detailed analysis of arterial fibroblasts would improve the definition of fibroblast identity markers and detailed insight into fibroblast heterogeneity.

In the current study, we, therefore, investigated the fibroblast transcriptional landscape using scRNA-seq of fibroblast-enriched fractions from healthy murine adventitia. Fibroblast heterogeneity and pseudotime differentiation trajectories were analysed in-depth by bioinformatic analyses, such as Potential of Heat-diffusion for Affinity-based Trajectory Embedding (PHATE). The identified fibroblast identity and cluster markers were validated extensively on RNA and protein level using bulk and single-cell sequencing, flow cytometry, and immunohistochemistry of murine and human healthy and atherosclerotic arteries. We provide support for regulation of fibroblast heterogeneity in cardiovascular disease (CVD), as cardiovascular (CV) risk factors differentially affected fibroblast cluster expansion in aged and hypercholesterolaemic mice *in vivo*, cluster gene signatures harboured a significant number of genes with a known genome-wide associations (GWAS) to CVD, and were associated with human atherosclerotic plaque traits. Together, this study provides a detailed fingerprint of arterial fibroblasts in health and CVD.

## 2. Methods

Full methods can be found in the online data supplement.

### 2.1 Mouse models

All mouse experiments were approved by the regulatory authority of the Maastricht University Medical Centre and performed in compliance with the Dutch governmental guidelines and Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. C57BL/6J mice (male, *n* = 8 per pool, 3–4 pools, 8–12 weeks old) were used as healthy controls. Aged C57BL/6J mice (male, *n* = 5 per pool, 3–4 pools, 72 weeks old) were obtained from Charles River and used to study the effect of ageing. Male low-density lipoprotein (LDL) receptor-deficient knock-out (*Ldlr* KO) mice were fed chow (controls) or high-cholesterol diet (HCD, 0.25%, 824171, Tecnilab-BMI) for 16 weeks (*n* = 15 per pool for single-cell sequencing, *n* = 5 per pool, 3 pools for flow cytometry, 28–30 weeks old). *Ldlr* KO mice originated from Jaxx and were bred in Maastricht for <15 generations. Pdgfrα-CreERT2-Rosa26-tdTomato and Myh11-CreERT2 eYFP were intraperitoneally injected with Tamoxifen (200 mg/kg) for three consecutive days, to induce TdTomato expression. Mice were euthanized with an overdose of pentobarbital (100 mg/kg) injected intraperitoneally.

### 2.2 Flow cytometry and cell sorting

Adventitia of the thoracic aorta [ranging from the aortic root until the diaphragm (see Supplementary material online, *Video S1*)] was carefully microscopically dissociated from the underlying medial layer and collected in ice-cold phosphate buffered saline. Adventitial tissue of C57BL/6J or *Ldlr* KO mice was enzymatically digested for 15 min at 37°C using collagenase B (0.00284 g/mL), pronase (0.01 g/mL), and DNAse (0.1 mg/mL). Living DAPI−, ICAM2−, and CD45− cells were sorted in the case of 8-week-old C57BL/6J mice or DAPI− cells for *Ldlr* KO.

Adventitial cells isolated originating from either young C57BL/6J mice (8 weeks, male), aged C57BL/6J mice (72 weeks, male), and Ldlr KO mice on chow or HCD for 16 weeks were used for protein validation. After FC receptor blocking, cells were stained with the following antibodies: CD45, Cdh5/VE-cadherin, Transgelin (TGLN), platelet-derived growth factor alpha (PDGFRA), CD55, CXCL14, and lysyl oxidase (LOX), live/dead fixable cell stain. In the case of CXCL14, the antibody was labelled using a PE/Cy7 conjugation kit. For intracellular staining (Transgelin, CXCL14, and LOX), a fix & perm cell permeabilization kit was used. Data analysis was performed with BD FACS Diva software.

### 2.3 Immunohistochemical staining

Murine tissue was fixed in 1% paraformaldehyde overnight, paraffin-embedded, and serially sectioned (4 µm). For staining, only sections that had mature media (determined by elastin fibre presence) were used. Tissue sections were stained for the following proteins: SMOC2, PDGFRA, FBLN1, LUMICAN, CCL11, DPEP1, MAC3, CD55, CXCL14, LOX, COL1A1, and total collagen. Images were analysed either with Qupath (v0.2.0-m8) or Leica Qwin software.

### 2.4 Human sample analysis

Human tissue collection was part of the Maastricht Pathology Tissue Collection (MPTC) and further storage and use of the tissue was in line with the Dutch Code for Proper Secondary Use of Human Tissue and the local Medical Ethics Committee (protocol number 16-4-181). This code (https://elsi.health-ri.nl/sites/elsi/files/2022-01/Gedragscode_Gezondheidsonderzoek_2022.pdf) entails an opt-out arrangement and hence tissues were not used in the case of objection. The applicability of this code for this study was approved by the Maastricht University hospital (MUMC) local Medical Ethics Committees. Human studies conducted by Li *et al*.^19^ and Wirka *et al*.^13^ are approved by the Institutional Review Board at Baylor College of Medicine and Stanford University Institutional Review Board, respectively, and follow the guidelines of the Declaration of Helsinki. Written informed consent was provided by all participants or the organ donors’ legal representatives before enrolment. Carotid samples were collected either through autopsy (*n* = 10), carotid endarterectomy procedure (*n* = 63 from 43 patients), from the opposite side of the plaque (*n* = 10), or during aortic bypass surgery (*n* = 10). Library preparation, RNA extraction, data processing, normalization, and additional information concerning plaque traits have been described in great detail elsewhere.^20,21^ Human carotid and aorta single-cell sequencing data were retrieved from data repositories and analysed according to published methods.^13,19^

### 2.5 Murine single-cell sequencing

After cell count number and viability check with Trypan Blue (>85%), a total of ∼16.000 CD45−/ICAM2− cells of C57BL/6J mice (*n* = 8) and ∼15.000 cells of *Ldlr* KO mice (*n* = 13 for HCD group and *n* = 15 for chow group) were loaded on a chromium 10 × genomics controller (V2). Libraries were synthesized and sequenced using Illumina HiSeq4000. Cell and gene number per sample can be found in Supplementary material online, *Tables S1* and *S2*.

### 2.6 Single-cell sequencing analysis

Raw sequencing data were processed using CellRanger (v2.1.1 for C57BL/6J mice and v3.0.2 for *Ldlr* KO mice) and analysed using R and Seurat R package (v.2.3 for C57BL/6J mice and v3.2.3 for *Ldlr* KO mice), and G:profiler^22^ for GO analysis of biological processes. Pseudotime analysis was done with PHATE dimension reduction,^23^ RNA velocity,^24^ and Monocle (v.2.10.1).^25^ Full details of the analysis can be found in the online data supplement.

### 2.7 Enrichment analysis

DEGs from full trajectories (F1, F2, F3, F4, *n* = 216; F5, F6, F7, *n* = 235; F8, F9, *n* = 317) were intersected with (i) Genome wide association studies (GWAS) coronary artery disease (CAD)-associated genes and (ii) human aorta fibroblast DEGs originating from the study by Li *et al*.^19^ Hypergeometric testing was used to evaluate the statistical significance of the overlap between trajectory genes and CAD or fibroblast genes. Mouse genes were converted to human genes by biomaRt R package (v2.50.1).^26^

## 3. Results

### 3.1 ScRNA-seq yields a seven-marker signature differentially regulated in fibroblasts compared with other cells in murine healthy vasculature

The adventitia of the thoracic aorta from eight healthy male C57Bl/6J mice was collected and pooled for isolation of DAPI−, CD45^−^, and intercellular adhesion molecule 2 (ICAM2)^−^ cells to exclude immune and endothelial cells and enrich for the viable, mesenchymal population prior to ScRNA analysis (see Supplementary material online, *Figure S1A–C* and *Video S1*). This approach allowed in-depth analysis of adventitial mesenchymal cells. In total, 5700 cells passed single-cell RNA quality control after the removal of low-quality cells (<1500 genes, >15% mitochondrial reads), and potential doublets (UMI count > 15 000) (Supplementary material online, *Tables S1* and *S2*, *Figure 1A–C*). Firstly, *in silico* selection of mesenchymal cells was done, based on *Pdgfrβ* expression (see Supplementary material online, *Figure S1A*). Subsequently, annotation of the identified clusters was based on previously published markers for MCs [Myosin heavy chain 11 (*Myh11*), Transgelin (*Tagln*), Alpha actin (*Acta2*), and calponin (*Cnn1*)] and fibroblasts [*Col1a1, Col1a2*, Matrix metalloproteinase 2 (*Mmp2*), and Stem cell antigen-1 (*Sca-1/Ly6a*)^16^]. These markers confirmed the presence of both fibroblasts and MCs in healthy mouse adventitia (*Figure 1D and E*). The absence of macrophage (*Cd68*), endothelial cell [platelet endothelial cell adhesion molecule-1 (*Pecam1*)], neuron [RNA binding protein, fox-1 homolog 3 (*Rbfox3*)], and adipocyte [Adiponectin (*Adipoq*)] markers confirmed the purity of our sorting strategy (see Supplementary material online, *Table S3*). Differential gene expression analysis comparing fibroblast and MC populations revealed distinct expression profiles for both cell types (*Figure 1F*). Subsequent GO enrichment analysis based on differentially expressed genes returned terms including ‘extracellular matrix’ and ‘contractile fibre’ corresponding to fibroblast and MC populations, respectively (see Supplementary material online, *Figure S1D* and *E*).

**Figure 1:**
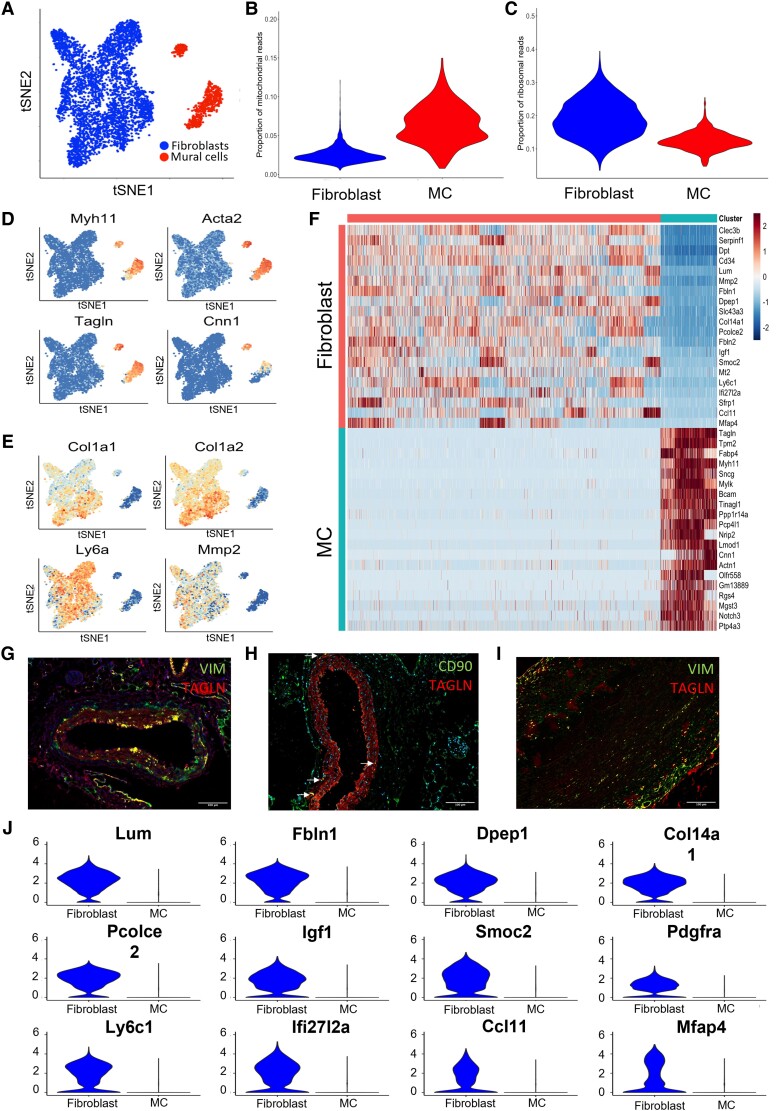
scRNA-seq reveals fibroblast transcriptional signature for healthy murine aortic adventitia. (*A*) T-distributed stochastic neighbour embedding (tSNE) plot of single-cell sequencing data derived from CD45−/ICAM2−/PDGFRβ+ adventitial cells from a pool of nine young C57Bl6 mice. (*B*) Mitochondrial signature of fibroblasts and MCs post-filtering; (*C*) ribosomal signature of fibroblasts and MC post-filtering; (*D*) expression of MC markers (*Myh11, Acta2, Tgln, Cnn1*); and (*E*) traditional fibroblast markers (*Col1α1, Col1α2, Ly6a, Mmp2)* projected on tSNE plot from *D* shows cell-type annotation. (*F*) Heatmap of differentially expressed genes (DEGs) in fibroblasts and MC. Immunohistochemical staining of SMC marker Tgln (red) with traditional fibroblast markers (green) in mice. (*G*) Vimentin (VIM), (*H*) CD90, and (*I*) human aorta (VIM) (*J*). Violin plots of 12 genes differentially expressed in fibroblasts compared with MC.

Notably, many of the commonly proposed fibroblast markers from the literature, including vimentin (VIM), matrix metalloproteinase-2 (MMP2), CD90, Sca-1, and FAP, were not able to fully differentiate between fibroblasts and MCs, as evidenced by RNA expression in pericytes and SMCs in three other single-cell RNA datasets (see Supplementary material online, *Figure S2A* and *B*). Despite RNA levels being higher in fibroblasts than MCs, protein co-expression with TAGLN+ SMCs was observed in healthy human and murine aorta (*Figure 1G–I*, Supplementary material online, *Figure S2C–E*). Thus, we next assessed genes differentially expressed between fibroblasts and MCs to create a fibroblast-specific transcriptional signature. Analysis of Differential expressed genes (DEG) analysis provided 12 markers preferentially expressed in adventitial fibroblasts (*Figure 1J*). Enrichment of seven of these markers [*Pdgfra,* Dipeptidase 1 (*Dpep1*), SPARC-related modular calcium binding 2 (*Smoc2*), Collagen 14 alpha 1 (*Col14a1*), Fibulin 1 (*Fbln1*), Lumican (*Lum*) and C-C Motif Chemokine Ligand 11 (*Ccl11*)] for mesenchymal fibroblasts remained after validation in two other available scRNA-seq datasets^18,27^ (see Supplementary material online, *Figure S1F* and *G*). Taken together, seven fibroblast markers (*Pdgfra, Lum, Smoc2, Col14a1, Fbln1, Dpep1, and Ccl11*) selected from our dataset were also expressed in fibroblasts and/or mesenchymal cells in two other datasets comprising healthy murine vasculature and a database including multiple murine organs.

We next validated the fibroblast signature at the protein level using immunohistochemistry and confirmed adventitial localization in healthy mice and expression in spindle-like cells, resembling known fibroblast morphology for all markers, except CCL11. We used the following vascular beds: aortic root (AR), brachiocephalic artery (BCA), ascending aorta (Asc.A), thoracic aorta (Th.A), abdominal aorta (Abd.A) and carotid artery (CA) (*Figure 2*). PDGFRA and DPEP1 expression was specifically located in the adventitia across all arteries (*Figure 2A and B*), whereas LUM, SMOC2, COL14A1, and FBLN1 also showed expression in the media (*Figure 2C–F*). In case of the latter, it is in accordance with the recent detection of LUM+ myofibroblast-like cells.^12,13,28^ Negative controls can be observed in Supplementary material online, *Figure S3A*. Importantly, flow cytometry confirmed that PDGFRA expression was largely similar across various vascular beds (*Figure 2G*). CCL11 was undetectable in aortic roots (see Supplementary material online, *Figure S3B* and *C*), concordant with gene expression analyses in heart and aorta from the Tabula Muris consortium^29^ (see Supplementary material online, *Figure S1G*).

**Figure 2:**
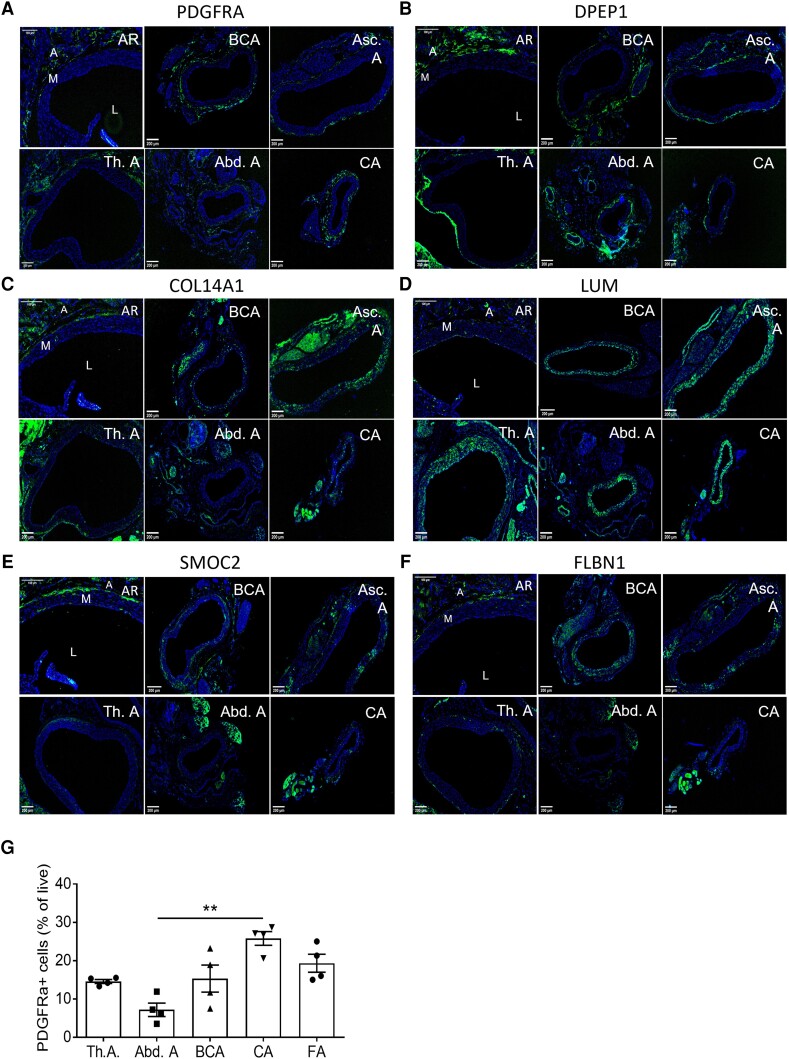
Validation of fibroblast signature across multiple vascular beds. Representative immunohistochemical staining of proposed fibroblast markers. (*A*) Platelet-derived growth factor alpha (PDGFRA, (*B*). Dipeptidase 1 (DPEP1), (*C*) Collagen 14 alpha 1 (COL14A1), (*D*) Lumican (LUM), (*E*) SPARC-related modular calcium binding 2 (SMOC2), and (*F*) Fibulin 1 (FBLN1), in healthy murine C57BL/6J aortic roots (AR), brachiocephalic artery (BCA), ascending aorta (Asc.A), thoracic aorta (Th.A), abdominal aorta (Abd.A), and carotid artery (CA) *n* = 10). Nuclei in blue and fibroblast makers in green. L indicates Lumen, M indicates media, and A indicates adventitia. (*G*) PDGFRA+ frequencies of live CD45-/CDH5+/TAGLN+ adventitial cells across C57BL/6J arteries [thoracic aorta (Th.A), abdominal aorta (Abd.A), brachiocephalic artery (BCA), carotid artery (CA), and femoral artery (FA)], analysed by flow cytometry (*n* = 4 pools of 5 mice each, 20 mice total). Statistical analysis was performed using the Kruskal–Wallis test, with Dunn’s *post hoc* test (*G*). Results are shown as mean ± standard error of the mean (SEM). *P < 0.05 vs. Th.A.

Moreover, by making use of aorta tissue from SMC myosin heavy chain 11 (*Myh11*) reporter mice and *Pdgfra* reporter mice, we were able to show very limited overlap between *Pdgfra* and *Myh11* (see Supplementary material online, *Figure S3D* and *E*). This confirmed the highly selective nature of *Pdgfra*, prompting its use in further studies to delineate fibroblast distribution across arteries and heterogeneity.

### 3.2 Trajectory inference analysis predicts the cellular dynamics of fibroblasts in healthy murine adventitia

The scRNA-seq analysis not only supported the existence of two distinct cell types, but also suggested heterogeneity within the fibroblast population in a healthy, basal state (*Figure 3A*). To characterize the cellular dynamics underlying fibroblast heterogeneity, we applied the Potential of Heat-diffusion for Affinity-based Trajectory Embedding (PHATE) dimensionality reduction analysis to the dataset to predict the differentiation state. PHATE reduction is developed for optimal preservation of patterns in data structure such as continual progressions, branches, and clusters, arising due to underlying biological processes, like differentiation.^23^ PHATE previously uncovered trajectories that were undiscoverable by other methods.^23^ Subsequent clustering and visualization of data revealed multiple trajectories suggestive of a continuous distinct fibroblast subtype present in the arterial wall (*Figure 3B*). Expression of stem cell marker *Sca-1/Ly6a*^30^ in most (96.5%) fibroblasts, as shown in *Figure 1F*, supports the cellular differentiation potential of these cells. Interestingly, one of the three trajectories showed higher *Sca-1/Ly6a* expression throughout the whole trajectory (see Supplementary material online, *Figure S4A*), whereas endpoint clusters of the other two trajectories did not. PHATE analysis did not predict any *Sca-1* expressing fibroblasts to be differentiated into SMCs of the healthy murine adventitia (see Supplementary material online, *Figure S4B*). To exclude that these trajectories were a result of differences in proliferation, protein synthesis, or an artefact related to cell damage, the expression of proliferation markers, and ribosomal and mitochondrial genes, respectively, were investigated. Near absent expression of proliferation markers *Mki67, Cdk1, Cdk2*, and *Cenpf*, and uniformly low expression of mitochondrial and ribosomal reads among all clusters was shown (see Supplementary material online, *Figure S4C–F*).

**Figure 3:**
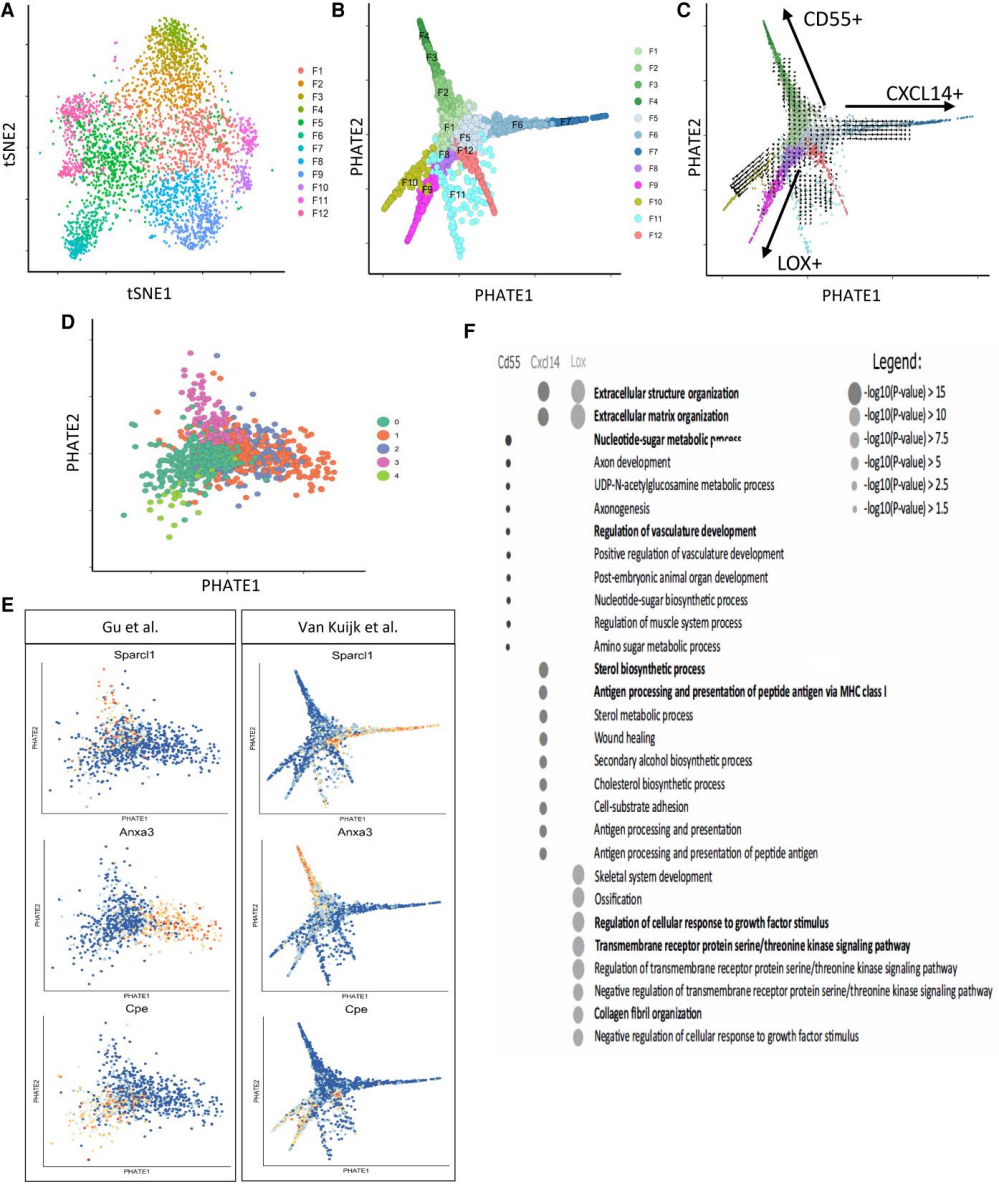
Trajectory analysis shows distinct phenotypes of fibroblasts in healthy murine adventitia. (*A*) tSNE plot of fibroblasts originating from *Figure 1D*. (*B*). PHATE pseudotime trajectory analysis of fibroblasts from *Figure 1D* depicting 12 clusters differentiating along several trajectory paths. (*C*) RNA velocity analysis on PHATE data from *Figure 3B*, arrows are indicating directionality. (*D*) Data were validated by PHATE analysis on an independent dataset from Gu *et al*.^18^ (840 cells from healthy murine adventitia) showing three trajectories. (*E*) Feature plots show the expression of three differentially expressed genes in trajectories from Gu dataset on Gu PHATE map, and their expression in three trajectories of the PHATE map of our dataset (van Kuijk). (*F*) Dot plot of the GO terms from the most differentiated clusters (F4, F7, F9) representing Trajectories 1–3, respectively, with the most relevant GO terms in bold.

We next mapped RNA velocities^24^ onto the PHATE visualization. RNA velocity is estimated based on the proportions of spliced vs. unspliced transcripts, allowing for prediction of future cell transcriptional state. In agreement with PHATE analysis, vectors pointing outwards toward branch extremities suggested the differentiation direction of three main trajectories (*Figure 3C*). Application of Monocle, a third trajectory inference tool,^25^ further supported the presence of identified trajectories (see Supplementary material online, *Figure S4G*). The inference of the trajectory analysis was that all three trajectories originated from one or more clusters in the centre (F1, F5, or F8), hence the possibility of a precursor population was further investigated. Gene signatures for each of these centre clusters were constructed (see Supplementary material online, *Table S4*) and the resulting signature scores were presented in violin plots to suggest the origin of the three trajectories (see Supplementary material online, *Figure S5*). This analysis implied that the differential expression of the F1 signature in clusters F2, F3, and F4 supported F1 as the origin of this trajectory (Trajectory 1). The F1 origin of F10 and F11 is likely, but the differential expression of the F1 signature was less clear. Similarly, signature analysis suggested F5 as the likely origin of the F6–F7 (Trajectory 2) and F12 trajectories. F8 was inferred to be the likely origin of Trajectory 3 given the observed enrichment of its signature in F9.

Furthermore, the observed pattern was not a dataset-specific phenomenon, as PHATE analysis of 840 ‘non-immune’ adventitial cells in the dataset by Gu *et al.*^18^ also revealed three comparable differentiation trajectories (*Figure 3D*), supporting the results of our trajectory analysis. Expression of DEGs from the PHATE trajectories originating from the Gu dataset was also confined to three individual trajectories in our own PHATE analysis data (*Figure 3E*) demonstrating the reproducibility of our findings.

The DEGs in our dataset were further analysed to investigate possible biological traits associated with the observed trajectories. GO term analysis of DEGs identified in the distal, most differentiated clusters (i.e. F4, F7, F9) of the three trajectories revealed differential annotation of GO terms, and thus potentially different functions (*Figure 3F*). Trajectories 2 and 3 demonstrated the expression of genes involved in extracellular matrix production. Trajectory 1 showed enrichment for terms involved in vasculature development and nucleotide sugar metabolism, Trajectory 2 for cholesterol metabolism and antigen presentation, and Trajectory 3 for response and signalling upon growth factors and collagen fibril organization. Together, the analysis that supports the continuity of phenotype is apparent in adventitial fibroblasts, where most differentiated clusters have differential functional annotations.

### 3.3 Fibroblast clusters validated in healthy murine vasculature

Genes selectively marking the most differentiated cluster of each fibroblast trajectory were identified for validation at the protein level, i.e. F4, F7, and F9 for Trajectory 1 through 3, respectively (see Supplementary material online, *Figure S6*). Candidates were selected based on reported expression in fibroblasts, cellular function related to the trajectory GO terms, gene function shown in animal studies, GWAS to be related to known fibroblast functions, and/or processes involved in vascular disease, availability of antibodies for immunohistochemistry and flow cytometry, and/or preferential membrane expression. As an indicator of the most differentiated cluster in Trajectory 1, complement decay-accelerating factor (*Cd55*) (*Figure 4A*) is involved in complement activation and a whole-body KO mouse presented with a protective phenotype against atherosclerosis.^31,32^ The marker representing Trajectory 2, chemokine ligand 14 (*Cxcl14*) (*Figure 4A*), is involved in immune regulation and immune cell migration.^33^ Lastly, the marker representing Trajectory 3, *Lox*, is involved in the crosslinking and stabilization of extracellular matrix^34^ (*Figure 4A*). All three markers (CD55, CXCL14, and LOX) located to the adventitia in healthy murine aortic roots, brachiocephalic arteries, carotid arteries, and abdominal aorta, and co-localized with fibroblast marker PDGFRA (*Figure 4B and C*, Supplementary material online, *Figure S7A* and *B*). Flow cytometric analysis showed adventitial protein expression of all three markers in fibroblasts in a variety of vascular beds isolated from healthy C57BL/6J mice (*Figure 4D and E*). Important to note is that the observed percentages of each end-stage cluster in the thoracic aorta are similar to cluster percentages obtained from our scRNA-seq data (see Supplementary material online, *Table S5*). CD55+ and CXCL14+ fibroblasts are similarly present between arteries, whereas the frequency of LOX+ fibroblasts varies. All clusters show different distributions within the same artery. These data validate the location, PDGFRA co-localization, frequency, and protein expression of key markers for clusters representing each trajectory using two independent techniques.

**Figure 4:**
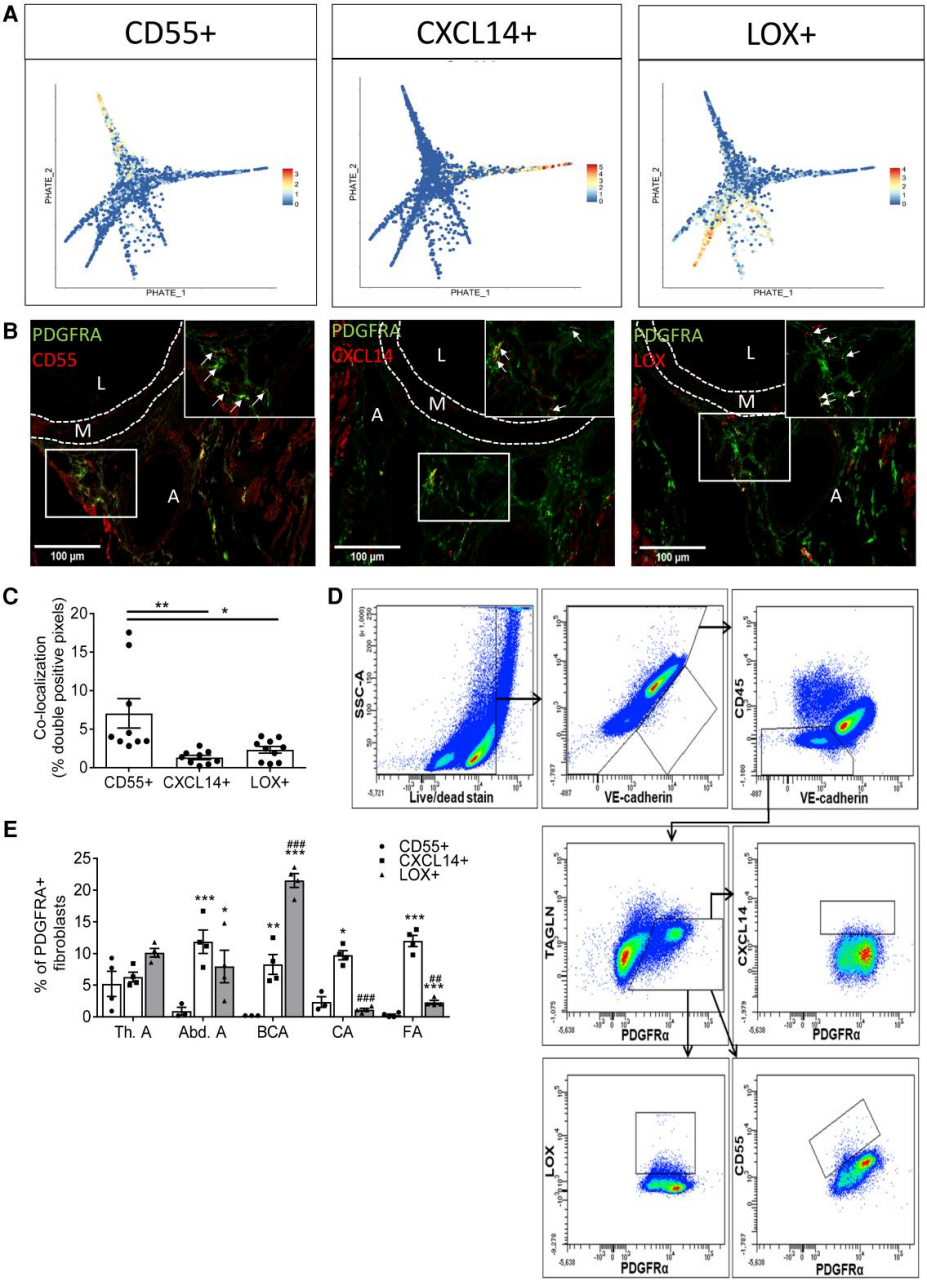
Fibroblast clusters representing three trajectories can be identified on transcriptional and protein levels in healthy murine adventitia. (*A*) Projection of cluster markers representing the three trajectories *Cd55*, *Cxcl14,* and *Lox* on PHATE plot from *Figure 3A*. (*B*) Immunohistochemical staining of CD55, CXCL14, and LOX in aortic roots of healthy C57Bl/6J mice (*n* = 10). Pan-fibroblast marker PDGFRA in green and fibroblast trajectory markers in red. Yellow areas indicate double-positive cells for PDGFRA and cluster marker (marked with arrows in 63 × magnification). L indicates Lumen, M indicates media, A indicates adventitia. (*C*) Quantification of double-positive cells for each cluster in aortic roots of *Figure 4B*. (*D*) Flow cytometry gating strategy of each fibroblast cluster. (*E*) Fibroblast clusters in the adventitia of thoracic aorta (Th.A), abdominal aorta (Ab.A), brachiocephalic artery (BCA), carotid artery (CA), and femoral artery (FA) assessed by flow cytometry in 4 pools of 5 mice, 20 mice in total. Statistical analyses were performed using one-way analysis of variance (ANOVA) with the Bonferroni *post hoc* test (*C*) or two-way ANOVA with the Tukey *post hoc* test (*E*). All results show mean ± SEM. *P < 0.05, **P < 0.01, or ***P < 0.001 vs. *CD55*+ fibroblasts in same artery; ^#^*P* < 0.05 or ^###^*P* < 0.001 vs. same cluster in Th.A.

### 3.4 CV risk factors differentially regulate fibroblast clusters

We next queried if the inferred trajectories would be involved in CVD and/or regulated by known CV risk factors. Indeed, we showed that DEGs from all three trajectories were significantly enriched in genes with a single nucleotide polymorphism related to CAD (see Supplementary material online, *Table S6*). Interestingly, mainly DEGs in CXCL14+ trajectory showed a highly significant enrichment and the involved DEGs could be linked to the GO terms of this trajectory, e.g. lipid metabolism and inflammation.^3,35^ Thus, we studied if changes in the environment, such as in CVD, differentially affected the most differentiated fibroblast clusters in each trajectory. The CV risk factors, ageing and mild dyslipidaemia, initiate early vascular changes and predispose to atherosclerosis, the main cause of CVD.^36^ To assess the response to these early vascular changes, we used flow cytometry to dissect changes in CD55+, CXCL14+, and LOX+ fibroblasts between young and aged mice, and between normolipidaemic wild-type mice and *Ldlr* KO mice on a chow diet to induce mild hypercholesterolaemia. Interestingly, fibroblast clusters were differentially altered upon ageing and lipidaemia. Ageing preferentially increased CD55+ PDGFRA+ and CXCL14+ PDGFRA+ cell fractions, whereas mild dyslipidaemia in *Ldlr* KO mice only increased the LOX+ PDGFRA+ cell fraction, representing the fibrosis-associated trajectory (*Figure 5A and B*, Supplementary material online, *Table S7*), suggesting the context-dependent importance of the inferred trajectories in the progression of the disease.

**Figure 5:**
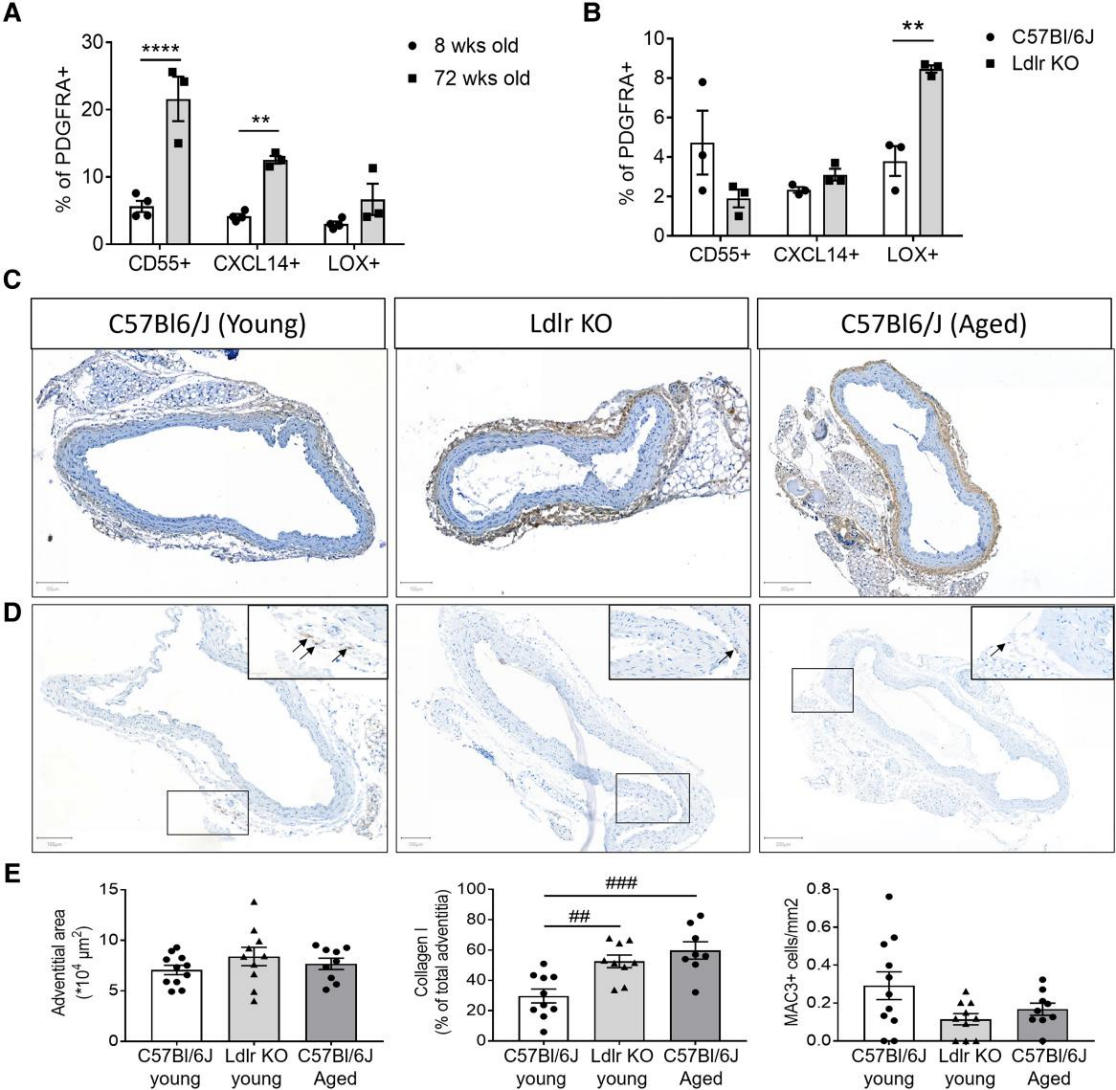
Fibroblast clusters representing three trajectories are differentially regulated upon CV risk factors. (*A*) Flow cytometry analysis of fibroblast clusters representing three trajectories in thoracic aorta adventitia from young or aged C57BL/6J mice, 12 or 72 weeks old, respectively [*n* = 4 pools of young mice, 9 mice per pool (36 mice total) vs. *n* = 3 pools of aged mice, 4–5 mice per pool (14 mice total), respectively]. Data are depicted as mean ± SEM. (*B*) Flow cytometry analysis of fibroblast clusters representing trajectories in adventitia from *Ldlr* KO mice on chow diet vs. healthy C57BL/6J mice [*n* = 3 pools, 4 mice per pool (12 mice total) vs. *n* = 3 pools, 6 mice per pool (18 mice total), respectively]. Data are depicted as mean ± SEM. (*C*) Representative images of Collagen type I, (*D*) MAC3 immunohistochemical staining, and (*E*) quantification of adventitial area, collagen type I, and MAC3+ cells in the adventitia of young, *Ldlr* KO, and aged mice (11, 10, and 9 mice per group, respectively). Positive cells or areas are observed in brown and nuclei in blue. Statistical analyses were performed using two-way ANOVA (*A* and *B*) or one-way ANOVA (*E*), with the Bonferroni *post hoc* test. All results show mean ± SEM. **P < 0.0032, ****P < 0.0001, ^##^*P* < 0.0060, ^###^*P* < 0.0006.

To interrogate whether these changes have functional relevance, we analysed adventitial area, collagen, and inflammatory cell accumulation. LOX is mainly involved in crosslinking immature collagen,^37^ and analysis of both mature collagen type I presence and Sirius Red analysis revealed an increase in mature collagen in adventitia from *Ldlr* KO mice (*Figure 5C and E*, and Supplementary material online, *Figure S8A*, respectively). Notably, the arteries in *Ldlr* KO or aged mice on chow did not show changes in the adventitial area, or the major vascular cell populations (*Figure 5C–E*, Supplementary material online, *Table S8*), or any sign of atherosclerotic plaque development compared with C57Bl/6J, as expected in only mild hypercholesterolaemia and ageing (*Figure 5C and D*). Immune cell infiltration did not associate with CD55+ or CXCL14+ fibroblasts in ageing. Yet, CXCL14+ fibroblasts, also predicted to act in matrix metabolism, emerged simultaneously as adventitial collagen accumulation in ageing. Hence, the functional changes coinciding with an increase of LOX+ or CXCL14+ fibroblasts precede overt inflammatory vascular disease.

### 3.5 Atherosclerosis relevance of murine fibroblast clusters and trajectories

The differential regulation by early vascular changes prompted us to study the response of adventitial fibroblast clusters to atherosclerosis using scRNA-seq transcriptomics of the adventitia in mild and severe hypercholesterolaemic *Ldlr* KO mice. 

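Adventitial cells of the thoracic aorta of male Ldlr KO mice were sequenced as 1 library from a pool on chow and 1 library from a pool on HCD with 0.25% cholesterol, both after 16 weeks and at an age of 28 to 30 weeks. The cells were sorted only as living cells, so immune and endothelial cells are present beside fibroblasts. The chow pool held 15 mice, and the methods give both 15 and 13 mice for the HCD pool. The paper names version 2 of the 10X Genomics kit and the deposited sample labels name version 3.
The authors deposited counts of unique transcript tags (UMIs), 41284093 UMIs on 4822 cell barcodes of the chow library and 41819524 UMIs on 7989 barcodes of the HCD library. Barcodes were filtered as the supplemental methods state and clustered together after rescaling between libraries. Clusters were named with marker lists fixed before the data were examined, and every class is therefore called fibroblast-like, endothelial-like and so on. UMIs were summed per class and library and are given as CPM of all UMIs of that class and library. A log2 ratio is HCD over chow, with 0.5 counts added to both.
With 1 library per diet no test between diets was made, and diet cannot be told apart from any other difference between the libraries. The intervals are exact 95% intervals and cover counting error only, and no replicate library shows how far pools of mice differ. The log2 ratio of the median gene was 0.13 in fibroblast-like and macrophage-like cells, 0.16 in granulocyte-like, 0.18 in dendritic cell-like, 0.30 in B cell-like and 0.32 in T/NK cell-like cells, so a ratio near these values marks no difference there. Ldlr, the gene disrupted in all the mice, had 11.9 and 7.89 CPM in chow and HCD fibroblast-like cells, and tags from the 3′ end do not tell the disrupted transcript from an intact one.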

In chow-fed mice, 4800 adventitial cells passed quality control and in HCD-fed mice, almost 8000 adventitial cells passed the quality control (see Supplementary material online, *Tables S1* and *S2*). 

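Cells of the HCD library held fewer UMIs than cells of the chow library, a median of 3545 against 6794.5 per barcode, and fewer genes, 1640 against 2359. Mitochondrial transcripts made up a median of 5.43% of the UMIs of an HCD barcode and 3.29% of a chow barcode. Xist, transcribed from the inactive X chromosome of female cells, had 1 UMI in chow fibroblast-like cells and 0 in HCD ones, as male mice should have. The nuclear RNAs Malat1, Neat1, Meg3 and Kcnq1ot1 made up 3.68% of the UMIs of chow and 5.31% of HCD fibroblast-like cells, a sign of RNA quality that goes with the lower depth.
The cell numbers of Table S1 equal the barcodes in the deposited files before any filter. The filters in the supplemental methods were then applied to each library: fewer than 200 genes, UMIs above the median by 3 median absolute deviations (25277 in chow, 14407 in HCD), or a mitochondrial share above the median by 4 (11.6% and 26.7%). The chow library lost 738 barcodes (115 for UMIs, 81 for genes and 558 for the mitochondrial share, some for more than 1), and 4084 cells (84.7%) were kept. The HCD library lost 994 (484, 92 and 448), and 6995 cells (87.6%) were kept.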

All expected major cell types in adventitia were identified, with sub-clustering of the identified fibroblast population revealing seven distinct clusters (*Figure 6A and B*, Supplementary material online, *Figure S8B* and *C*). 

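B cell-like, T/NK cell-like, macrophage-like, monocyte-like, dendritic cell-like, granulocyte-like, endothelial-like, SMC/pericyte-like and fibroblast-like cells were found in both libraries. Fibroblast-like cells made up 13.4% (12.4 to 14.5) of chow and 10.6% (9.92 to 11.4) of HCD cells, 549 and 744 cells. Monocyte-like cells made up 3.65% of chow and 9.68% of HCD cells, macrophage-like cells 13.3% and 16.4%, and endothelial-like cells 21.0% and 25.2%. B cell-like cells made up 27.8% and 19.6%, T/NK cell-like cells 8.47% and 10.3%, SMC/pericyte-like cells 6.00% and 3.49%, dendritic cell-like cells 3.75% and 2.10%, and granulocyte-like cells 1.62% and 1.97%. Clusters without a name held 0.0735% and 0.315%. Some of these shares depend on the settings: without the upper UMI filter dendritic cell-like cells were 166 of 4199 in chow and 285 of 7479 in HCD, near the same share, with 20 principal components only 404 of 6995 HCD cells were B cell-like, and with log-normalisation T/NK cell-like cells were 334 of 4084 in chow and 472 of 6995 in HCD, the other direction. Without the upper UMI filter and with an earlier form of the naming rule the fibroblast-like share turned too, 8.69% in chow and 9.33% in HCD.
Most chow B cell-like cells (1107 of 1136) lay in 1 cluster, and most HCD ones (1007 of 1373) in another whose cells had a median of 1168 UMIs in the HCD library, so the classes of the 2 libraries differ there in depth as well as diet. Fibroblast-like cells were clustered again and fell into 11 clusters. Fibroblast cluster 2 (7 chow and 146 HCD cells) and cluster 3 (14 and 126) were nearly all from the HCD library, with a median of 3828 and 3607 UMIs per HCD cell and nuclear RNA shares of 8.72% and 11.8%, against a median of 7070 UMIs over all HCD fibroblast-like cells. Fibroblast cluster 5 (92 and 18) was mostly from chow. A cluster mostly of 1 library can reflect that library and not a type of fibroblast.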

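Ly6a, which encodes the stem cell antigen SCA-1, had 1209 CPM (1185 to 1233) in chow fibroblast-like cells and 622 CPM (601 to 643) in HCD fibroblast-like cells, a log2 ratio of −0.96 (−1.02 to −0.90), or −1.08 relative to the median gene. Of 8 measured genes of progenitor-type fibroblasts, a list that holds Ly6a itself, 7 were lower in the HCD library by at least 1.5 times. Beside Ly6a these include Dpp4 (−1.65), Pi16 (−1.04), Cd248 (−0.91) and Sema3c (−0.80), and Cd34 lay between (−0.24). Of 9 genes traditionally used as fibroblast markers, Vim (−0.75), which encodes the intermediate filament vimentin, and Ly6a were lower and the other 7 lay between. In endothelial-like cells Ly6a had 947 and 919 CPM in the chow and HCD libraries, and in macrophage-like cells, where it should be near absent, 13.0 and 15.3 CPM. With each cell thinned to 1000 UMIs, Ly6a was found in 32.7% of chow and 19.0% of HCD B cell-like cells. In T/NK cell-like cells these shares were 13.8% and 6.45%. Thinned to 2000 UMIs the difference was smaller, 47.95% and 42.2% in B cell-like and 19.7% and 15.45% in T/NK cell-like cells. That depth left out 852 of 1373 HCD B cell-like and 503 of 723 HCD T/NK cell-like cells. Fibroblast-like cells kept a large difference there (72.3% and 43.9%). The lower Ly6a share in lymphocytes thus depended on depth.
The sums hold 9719 Ly6a UMIs from chow and 3390 from HCD fibroblast-like cells. In the 6 fibroblast clusters with at least 20 cells from each library, the log2 ratio of Ly6a ran from −1.06 in cluster 0 and −0.79 in cluster 4 to 0.07 in cluster 6 and 0.12 in cluster 7, and their mean with equal weights was −0.38. Only 3 of the progenitor-type genes were lower when the sums were limited to these clusters, which leave out 140 chow and 364 HCD cells. Among the nuclear RNAs, Kcnq1ot1 (0.60), Neat1 (0.57) and Malat1 (0.53) were higher in the HCD library beside these genes, 1 of 4 by at least 1.5 times. Without the upper UMI filter, fibroblast-like cells numbered 579 in chow and 889 in HCD, and the log2 ratio of Ly6a was smaller in size. A Ly6a UMI was then found in 71.5% of HCD fibroblast-like cells, against 66.4% in the main setting.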

Of note, fibroblast Ly6a/Sca-1 expression was lower in disease, in line with variation in other datasets (see Supplementary material online, *Table S9*). PHATE reduction analysis confirmed the presence of trajectories equivalent to the original three trajectories in the healthy adventitia (*Figure 6C*). 

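The fibroblast clusters were sorted by the core signatures of Table S4, gene sets that the authors drew from healthy adventitia. Clusters 1, 2, 5 and 8 scored highest for core F1, clusters 0, 6, 7 and 9 for core F5, and cluster 4 for core F8, while clusters 3 and 10 scored below the other fibroblast-like cells for all of them, with both libraries taken together. Cluster 4 scored above the other cells for F8 by 0.643 in the chow library and 0.632 in the HCD library, cluster 5 for F1 by 0.471 and 0.688, and cluster 7 for F5 by 0.697 and 0.482 (mean log-scale difference). Cluster 2 scored above the rest for F1 by 0.141 in the HCD library (146 cells) and below it in chow (−0.265, 7 cells), and cluster 3 scored above the rest for F5 in chow alone (0.173, 14 cells).
PHATE was not available, and the sharing of nearest neighbours between groups was measured instead. Of the 20 nearest neighbours of a chow core F1 cell, 93.4% were F1 cells (39.1% if mixed at random), of an F5 cell 96.7% were F5 cells (37.2%), and of an F8 cell 85.5% were F8 cells (9.21%). In the HCD library the shares were 87.5%, 94.0% and 76.8%. Of all neighbours of F8 cells, 9.52% were F1 cells and 5.00% F5 cells in the chow library, and 11.1% and 12.2% in the HCD library. Neighbours were taken on the principal components that also made the clusters, so high sharing within a group is built in, and no direction or pseudotime was estimated.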

Expression patterns of *Cd55* and *Cxcl14* each remained confined to a single fibroblast trajectory (*Figure 6C*). This was to a lesser extent visible for *Lox*. 

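Cd55, which encodes a regulator that breaks down complement convertases, had its highest level in chow fibroblast-like cells in cluster 5 (711 CPM), and this cluster held 69.3% (66.9 to 71.6) of the Cd55 UMIs with 18.9% of all UMIs. Cxcl14, which encodes a chemokine, was highest in cluster 0 in both libraries (1119 CPM in chow, 884 CPM in HCD), with 84.7% (83.3 to 86.0) of its chow UMIs and 70.9% (68.4 to 73.4) of its HCD UMIs. In the HCD library Cd55 was highest in cluster 2 (385 CPM), with 32.9% (29.5 to 36.5) of its UMIs and 11.3% of all UMIs. Cluster 5 had a higher level there (1056 CPM) but only 18 HCD cells, under the least number of 20 set after the clusters were seen, and held 26.9% (23.7 to 30.3). Over all clusters of core F1, which held 47.1% of all UMIs in chow and 32.6% in HCD, the share of Cd55 UMIs was 86.1% and 74.4%. Over those of core F5, which held 35.4% and 43.6% of all UMIs, the share of Cxcl14 UMIs was 84.8% and 71.9%. In the HCD library, 237 of the 536 Cd55 UMIs of core F1 lay in cluster 2. With both libraries together, cluster 2 scored only 0.0055 SDs above the other cells for F1, against 1.34, 1.44 and 0.406 for clusters 1, 5 and 8. The HCD share of Cd55 in core F1 thus rests in large part on the placing of cluster 2.
Clusters were compared in the same library on summed UMIs. The HCD share of Cd55 in its highest cluster was 14.4% without the upper UMI filter and 52.1% with 20 principal components, and with the earlier naming rule and no upper UMI filter the chow share was 14.1% and the HCD share of Cxcl14 34.9%. Clusters of both libraries were numbered together, and genes with high variance, such as these, take part in making the clusters. Cluster 0 also held haemoglobin RNA, Hbb-bs at 719 CPM against 8.70 CPM in other fibroblast-like cells, a transcript that fibroblasts lack.

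**Figure D1:**
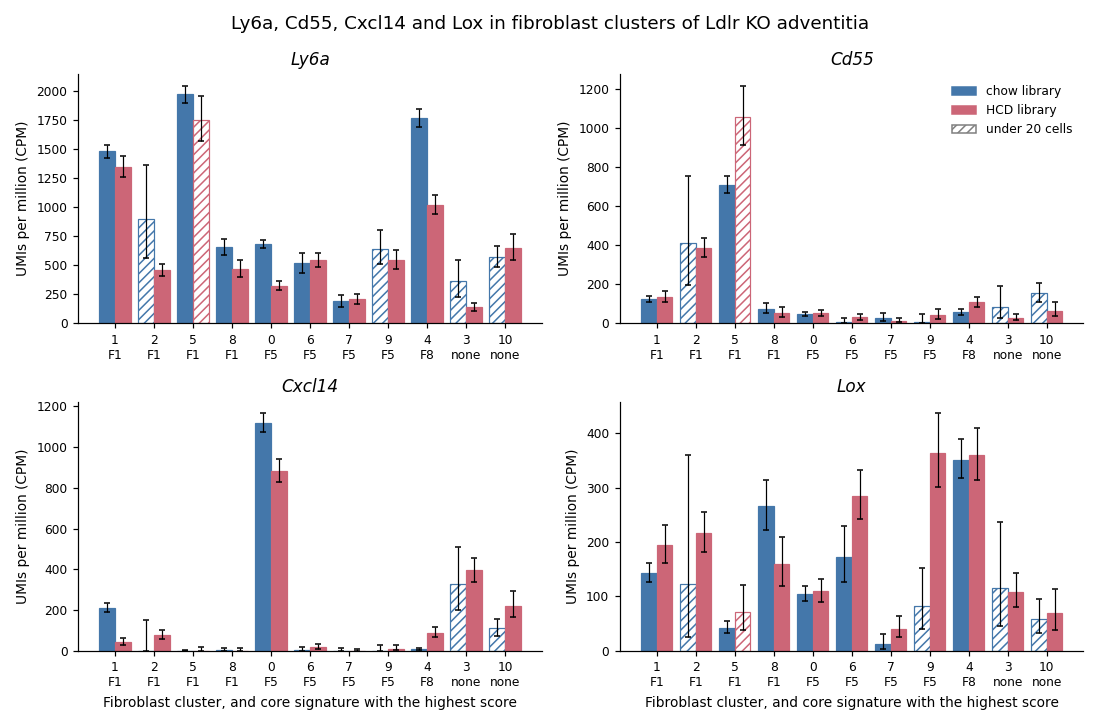
Ly6a, Cd55, Cxcl14 and Lox in CPM per fibroblast cluster in the chow (blue) and HCD (red) library, with clusters grouped by core signature. Bars are sums over cells, error bars exact Poisson 95% intervals, and hatched bars clusters with fewer than 20 cells.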

*Lox* was less confined to one trajectory, although still mutually exclusive from cells expressing *Cd55*+ *Cxcl14*+. 

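Lox, which encodes the enzyme that crosslinks collagen and elastin, was highest in cluster 4 in the chow library (352 CPM), which held 33.3% (30.5 to 36.1) of its UMIs with 13.3% of all UMIs. In the HCD library it was about as high in cluster 9 (364 CPM), which held 11.4% (9.55 to 13.6) of the UMIs, and in cluster 4 (359 CPM), which held 22.1% (19.6 to 24.8) with 11.5% of all UMIs. Cluster 9 (11 chow and 45 HCD cells) was led by Il6, and the immediate-early genes Atf3 and Zfp36 were among its leading genes. Clusters of core F1 held 39.7% of the Lox UMIs in chow and 31.8% in HCD, and clusters of core F5 25.0% and 39.9%. Cells with a UMI of both Cd55 and Cxcl14 were fewer than independence within bins of equal UMI count gives, 42 against 66.3 in chow (ratio 0.63, 0.46 to 0.86) and 37 against 47.5 in HCD (0.78, 0.55 to 1.07).
For Cd55 and Lox the ratio was 1.00 (0.86 to 1.17) in chow and 1.07 (0.89 to 1.27) in HCD, and for Cxcl14 and Lox 1.05 (0.81 to 1.34) and 0.98 (0.75 to 1.26), where 1 is independence and 0 full exclusion. In the settings where this moved, the highest cluster held 17.0% to 33.6% of the HCD Lox UMIs. With at least 2 UMIs required, the chow ratio of Cd55 and Cxcl14 was 0.41 and that of Cd55 and Lox 0.80 (0.61 to 1.03). A Cd55 UMI was also found in 10.3% of chow and 6.02% of HCD macrophage-like cells, and a Cxcl14 UMI in 3.14% and 2.62%. A Lox UMI was found in none of 542 chow and in 0.785% of HCD macrophage-like cells. A single UMI of Cd55 or Cxcl14 may thus come from free RNA, while these values argue against it for most Lox UMIs.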

In line with mRNA expression patterns, protein expression of markers for all three trajectories was visualized in PDGFRA fibroblasts of the adventitia underlying advanced murine plaques (*Figure 6D*). LOX+ fibroblasts were the least prominent at the protein level in this disease condition. These data imply a role for LOX+ fibroblasts in the very early stages of atherogenesis, rather than advanced atherosclerosis.

**Figure 6:**
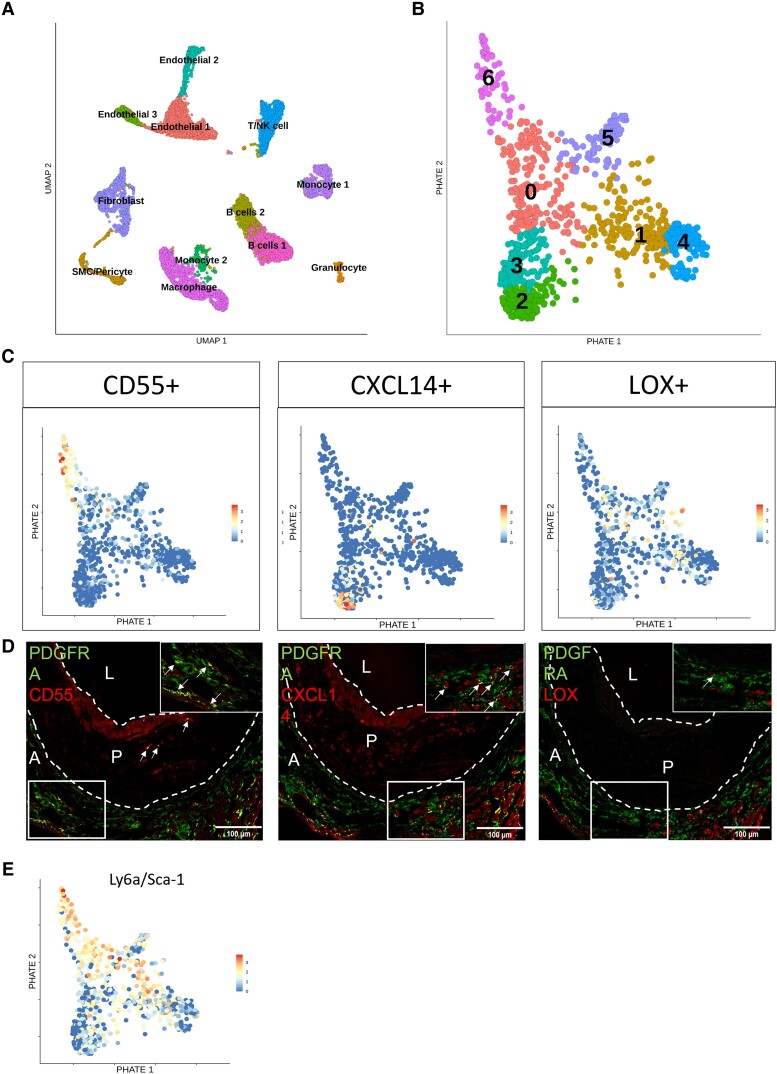
Fibroblast cluster markers representing three trajectories are still observed in atherosclerosis, while LOX+ fibroblasts reduced in presence. (*A*) Unsupervised clustering of single-cell sequencing data from *Ldlr* KO mice on chow or 16 weeks of HCD. Results are visualized by Uniform Manifold Approximation and Projection (UMAP), colours represent individual clusters. (*B***)** PHATE visualization of fibroblasts originating from the dataset in *Figure 6A*, colours represent individual clusters. (*C*) Cluster markers projected on fibroblast PHATE plot of *Figure 6B*, representing Trajectory 1 using *Cd55*, Trajectory 2 using *Cxcl14*, and Trajectory 3 using *Lox*. (*D*) Protein expression of each cluster marker visualized by immunohistochemistry in aortic roots from *Ldlr* KO mice after 16 weeks HCD. Pan-fibroblast markers in green and fibroblast cluster markers in red. Yellow areas indicate double-positive cells for pan fibroblast and cluster marker (marked with arrows). L indicates Lumen, P indicates plaque, A indicates adventitia. (*E*) *Sca-1/Ly6a* mRNA expression visualized on PHATE map, originating from *Figure 6B*, depicting fibroblast clusters.

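In fibroblast-like cells Lox had 141 CPM in the chow and 188 CPM in the HCD library, a log2 ratio of 0.41 (0.29 to 0.54). Cd55 had 194 and 132 CPM (−0.55, −0.68 to −0.42) and Cxcl14 348 and 234 CPM (−0.57, −0.67 to −0.48). Among 9 elastic fibre genes, Ltbp2 (2.53), Eln (0.70) and Mfap4 (0.62) were higher in the HCD library and Mfap5 (−1.22) lower. The proteoglycans Fmod (1.97) and Bgn (0.79) were higher, 2 of 8, and none of 6 fibrillar collagen, 10 basement membrane or 10 collagen-crosslinking genes differed by 1.5 times. Of 24 core F8 genes 8 were higher, among them Hmcn2 (0.98), Cpe (0.87) and Pdgfrl (0.84), and 3 were lower, among them Cdkn1c (−1.23) and C1qtnf2 (−0.61).
Of 9 core F1 genes 6 were lower, among them Lrrn4cl (−1.06) and Efemp1 (−0.84), and none higher, while of 6 core F5 genes Gdf10 (0.77) was higher. Of 8 matrix protease and inhibitor genes Mmp3 (1.49) and Timp3 (0.61) were higher and Timp1 (−0.66) was lower, and of 10 genes of myofibroblasts and TGFB response Ctgf (1.42) and Tgfbi (0.81) were higher and Comp (−0.74) lower. The 3 trajectory markers themselves, the 4 collagens named for the CXCL14 trajectory and the GWAS-linked genes named for the CD55 trajectory (1 gene) and the CXCL14 trajectory (5) all lay under 1.5 times, and of 3 named for the LOX trajectory Tmem204 (0.85) was higher.
With each cell thinned to 1000 UMIs, a Lox UMI was found in 10.0% (7.65 to 12.9) of chow and 13.3% (10.9 to 15.9) of HCD fibroblast-like cells, against 53.2% and 43.8% of all their cells without thinning, and in none of 535 chow and 1100 HCD macrophage-like cells. Relative to the median gene the ratio was 0.29 for Lox, −0.68 for Cd55 and −0.70 for Cxcl14, so that Cd55 and Cxcl14 pass 1.5 times, and 4 core F8 genes were higher and 4 lower, with 1 elastic fibre and 1 protease gene higher. Transcript counts hold no measure of LOX protein. In the clusters with at least 20 cells from each library, Cd55 (−0.04) and Lox (0.15) were near level, Cxcl14 was lower (−0.74), and only 2 core F1 genes were lower. A mean with equal weight per cluster (0.24 for Cd55 and 0.20 for Cxcl14) gives no direction, since it rests in part on clusters with 0 to 2 UMIs of the gene in a library. With the earlier form of the naming rule Cxcl14 was higher in 2 settings (0.34 and 2.45) and Cd55 in 1 (0.10).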

Interestingly, only CD55+ fibroblasts were observed in the atherosclerotic plaque, indicated by the white arrows, in addition to the adventitial layer (*Figure 6D*). Intriguingly, this trajectory (Cluster 0 and 6) also highly expressed stem cell marker *Sca-1/Ly6a* (*Figure 6E*) and may represent the most plastic, progenitor-like trajectory. This is in line with our healthy scRNA-seq dataset, where the equivalent trajectory highly expressed *Sca-1/Ly6a*. 

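In the chow library Ly6a was highest in cluster 5 (1971 CPM), the fibroblast cluster with the highest Cd55, and its log2 ratio there against all other fibroblast-like cells was 0.93 (0.87 to 1.00). In the HCD library Ly6a had 458 CPM in cluster 2, highest in Cd55 among clusters of at least 20 cells, with a log2 ratio of −0.49 (−0.67 to −0.31) against the others. Cluster 5 again had the highest Ly6a there (1753 CPM, log2 ratio 1.59, 1.42 to 1.76), from 18 cells. Over all clusters of core F1 Ly6a had 1564 CPM in chow and 920 CPM in HCD, more than the 605 and 383 CPM over the clusters of core F5 while cluster 4 of core F8 had 1766 and 1019 CPM. The HCD value of core F1 takes in cluster 2, which is of low depth and scored below the rest for F1 in chow.
From high Ly6a along the trajectory that also carries Cd55, the paper proposes that these cells may be the most plastic and progenitor-like fibroblasts. Levels of UMIs describe the transcript of Ly6a alone and give no potency or lineage. With 20 principal components the HCD ratio of Ly6a was 1.26, and without the upper UMI filter and with the earlier naming rule the chow ratio was −0.42.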

Other groups have already shown that SCA-1 positive cells have the capacity to contribute to neointima formation upon vascular injury,^38,39^ yet it remains to be defined if these cells were of fibroblast, MC, or other origin. Our data shed new light on the possible role of specific fibroblast trajectories therein.

### 3.6 Fibroblast clusters are present in atherosclerotic human vasculature

To address the relevance of our murine fibroblast trajectories in human vasculature, we used specimens from carotid anastomosis during aortic bypass surgeries and carotid artery specimens acquired from the opposite side of the culprit plaques during carotid endarterectomy. Both specimens have the advantage that the adventitia is still attached to the vessel wall, allowing investigation of the trajectories in very early stage atherosclerotic human adventitia. Healthy specimens are almost impossible to retrieve in the western population, as even asymptomatic patients present with the earliest signs of intimal thickening (IT).^40^ This precludes the use of completely healthy arteries, as we obtained from mice. Nevertheless, all cluster markers representing the three trajectories could be observed in the adventitia of both surgical specimens (*Figure 7A*, Supplementary material online, *Figure S9A*), ensuring the biological relevance of our identified clusters in human vasculature. In addition, in IT specimens obtained through autopsy from patients without CV symptoms, clusters could also be observed in the adventitia (see Supplementary material online, *Figure S9B*). Moreover, spatial location might be of importance for function. In human IT sections, CD55+ fibroblasts were often observed on the border of the adventitia and media, whereas CXCL14+ and LOX+ trajectories were more observed surrounding the blood vessels in the adventitia.

**Figure 7:**
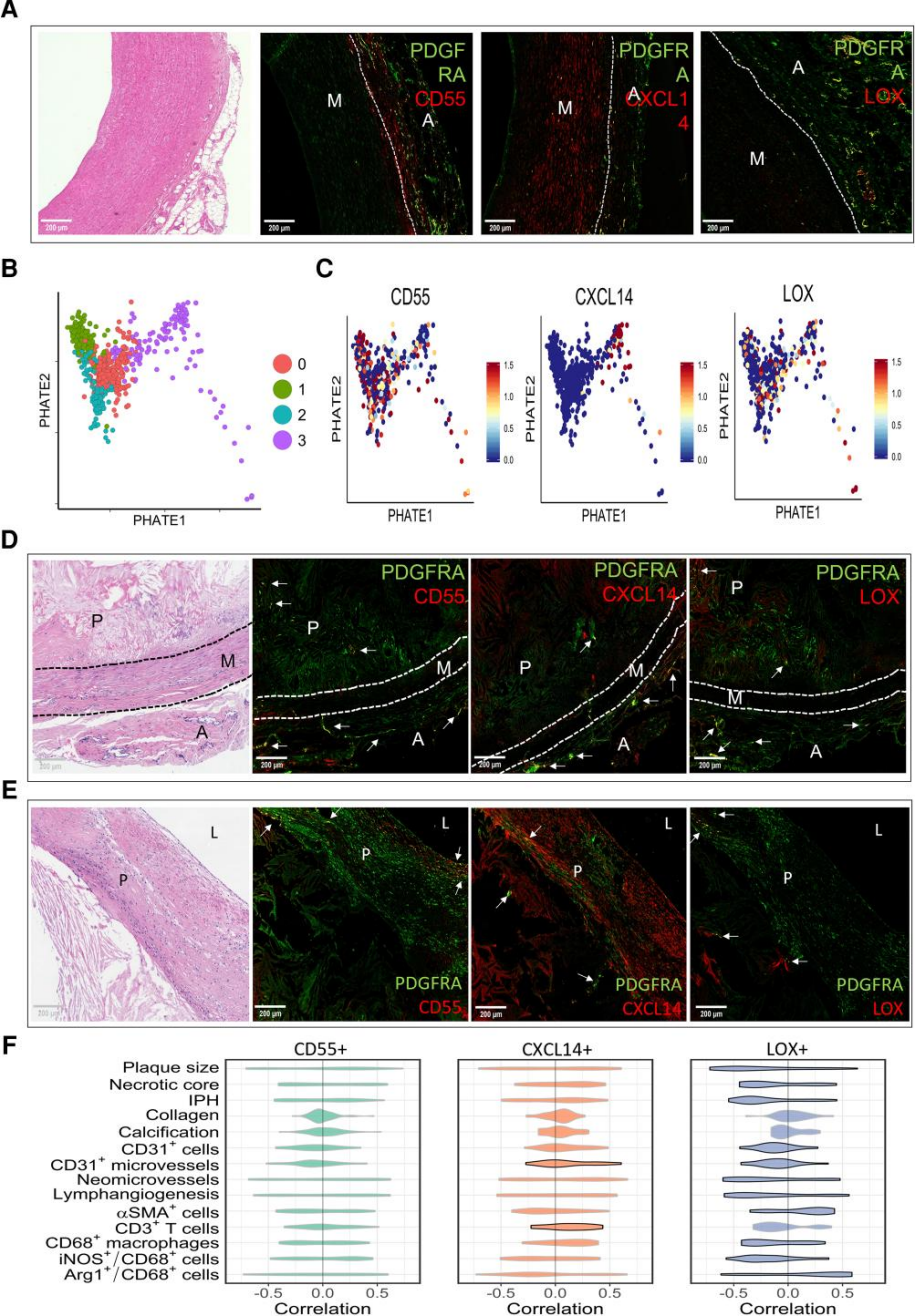
Fibroblast trajectories correlate differentially to human atherosclerotic plaque phenotype. (*A*) Immunohistochemical staining of CD55+ fibroblasts, CXCL14+ fibroblasts, and LOX+ fibroblasts representing Trajectories 1–3, respectively, in human IT specimens collected through autopsy, accompanied with corresponding H&E, pan-fibroblast marker in green, and fibroblast trajectory markers in red. Yellow areas indicate double-positive cells for pan fibroblast and cluster marker. M indicates media and A indicates adventitia. (*B*) PHATE analysis of fibroblasts in scRNA-seq dataset by Li *et al*.^19^ showing four clusters. (*C*) Fibroblast cluster markers representing the trajectories from mouse scRNA-seq data extrapolated to feature plots of human control data. Immunohistochemical staining of CD55+ fibroblasts, CXCL14+ fibroblasts, and LOX+ fibroblasts representing Trajectories 1–3, respectively, in advanced human atherosclerotic plaques, showing the adventitial side (*D*) and the luminal side (*E*), accompanied by the corresponding H&E. Pan-fibroblast marker in green and fibroblast trajectory markers in red. Yellow areas indicate double-positive cells for pan fibroblast and cluster marker. M indicates media, P indicates plaque, A indicates adventitia. (*F*) Violin plots depicting correlations of all genes differentially expressed by each fibroblast trajectory with plaque traits in 43 human carotid plaque segments. Significant violin plots (*P* < 0.05) were denoted with a black border. Significance was assessed by positive and negative correlations and the unbalance thereof, which was defined as the sum of positive correlations minus the sum of absolute values of negative correlations. Furthermore, correlation skewness was compared between trajectory genes and a random gene set containing a similar number of genes. The permutation test was performed 100 000 times and the *P*-value is the frequency of the random gene sets that have higher correlation skewness than the trajectory gene set.

To further confirm the presence of trajectories in human vasculature with early signs of disease, we obtained aorta scRNA-seq data from elderly individuals (median age 62) including all arterial wall layers.^19^ As these subjects presented with a history of smoking (*n* = 2), diabetes mellitus (*n* = 1), or hypertension (*n* = 1), aortae morphology is expected to show early signs of disease. After the selection of the fibroblasts in the dataset, we performed PHATE analysis to assess the presence of trajectories. Also, in human aorta with early atherosclerosis, trajectories could be observed that were transcriptionally divergent, although to a lesser extent than in young, healthy mouse adventitia (*Figure 7B*). Our murine cluster markers were expressed in human aorta fibroblasts, whereas only *CXCL14* was strictly confined to one human trajectory (*Figure 7C*). As this is a simplified view based on one marker gene, we tested if the compete gene set differentially expressed by each murine trajectory was significantly enriched in human fibroblasts. Important to note is that genes of the murine trajectories were indeed significantly enriched in the human fibroblasts (see Supplementary material online, *Table S10*). Together these data support the human relevance of the observed fibroblast heterogeneity in mice.

We additionally confirm the presence of the fibroblast clusters in advanced human atherosclerotic plaques of symptomatic patients undergoing carotid endarterectomy. Protein expression of each cluster marker was confirmed in adventitial PDGFRA+ fibroblasts, but also in the advanced plaque itself (*Figure 7D and E*) both on the adventitial and the luminal side. Additionally, we correlated differentially expressed genes by murine *CD55*+, *CXCL14*+, and *LOX*+ fibroblasts (46, 32, and 23 genes, respectively) to human plaque traits.^21^ The traits were quantified in histology sections adjacent to the segment used for transcriptomics. The distribution of the individual correlations for all genes in a particular fibroblast cluster is shown in *Figure 7F*. Mostly genes of LOX+ fibroblasts were shown to negatively correlate with detrimental plaque traits, such as plaque size, necrotic core, and inflammatory macrophages (*Figure 7F*). These data suggest differential regulation and/or functions of fibroblast clusters representing the trajectories in human atherosclerosis, as we observed in mice.

## 4. Discussion

In this study, we identified arterial fibroblast cell-type markers *Pdgfra* and *Dpep1* as the most robust and unveiled pseudotime trajectories of CD55+, CXCL14+, and LOX+ fibroblasts on RNA and protein level across five independent RNA datasets and using histology of five different murine and human arteries. We provide biological implications of these fibroblast clusters in disease in mice and humans: (i) CV risk factors and concomitant environmental triggers drive differential cluster distribution and associate with adventitial fibrosis; (ii) ageing regulated adventitial CD55+ and CXCl14+ fibroblast expansion and collagen accumulation; (iii) mild hypercholesterolaemia stimulated LOX+ fibroblast expansion and adventitial fibrosis preceding atherosclerosis; (iv) fibroblast trajectories are present in human adventitia and plaques of symptomatic patients, (v) fibroblast trajectory genes differentially associated with human plaque traits and were enriched in GWAS genes, suggesting functional implication in human disease development. Together, these findings demonstrate a functional role for adventitial fibroblast trajectories, which could be of interest in disease progression and thus targeted treatments.

The identified arterial fibroblast cell-type signature is of importance to the field to accurately distinguish arterial fibroblasts from other vascular cells, as the expression of traditional fibroblast markers (e.g. COL1A1/2, VIMENTIN, CD90, S100-A4, FAP, and DCN) is generally not restricted to fibroblasts as shown here and by others.^11^ Despite extensive *in silico* validation in three other single-cell transcriptomics datasets in healthy vasculature, protein validation only supported adventitial specificity of PDGFRA and DPEP1 across vascular beds, whereas LUM, COL14A1, SMOC2, and FBLN1 were additionally expressed in the media. Presumably, markers are shared with medial SMCs, in line with the recent identification of LUM as the marker for dedifferentiated SMCs in disease.^13^ This is important information, as LUM has been coined as a fibroblast marker in several single-cell studies with mouse, primate, and human arteries, yet without proper validation.^17,41,42^ Alternatively, differences in embryonic origin between arteries could explain medial expression, in line with different embryonic origins of SMC.^43^ The embryonic origin of adventitial fibroblasts in most arteries is not fully clear but is important to understand homoeostasis and response to injury. Previous work showed that the neural crest was the origin of coronary artery adventitia,^43^ yet others excluded this origin in ascending aorta and support second heart field.^44^ Instead, dedifferentiation of medial SCA-1/LY6A+ SMCs was shown,^27^ which offers a third explanation of ambiguity of our fibroblast signature. Transdifferentiation between SMCs and fibroblasts in atherosclerosis is seemingly bi-directional.^13,45^ Our data indeed suggest variation in embryonic origin and/or transdifferentiation across arteries. Whether this also explains variation in trajectory dominance across arteries remains to be resolved using dual lineage reporter mice. Overall, the adventitial-specific location of PDGFRA and DPEP1 across arteries and absent medial co-localization of PDGFRA and SMC marker MYH11 in lineage reporter mice support the specificity of this marker for arterial fibroblasts across healthy arteries, recommending this marker for future studies. A *Pdgfra* lineage tracing mouse would give insight into the location and distribution of fibroblasts healthy but also diseased adventitia. In atherosclerosis, this would also reveal the fate of adventitial fibroblasts, which is of interest considering evidence of endothelial or SMC origin of fibroblast-like cells in plaques.^13,14^ These studies are, however, beyond the scope of the current study.

The importance of adventitial cells in vascular pathology has been studied over the years, specifically focusing on the Ly6aSca-1+ progenitor population as a whole,^6,45^ as recently reviewed by Jolly *et al*.^1^ This population includes both mesenchymal and immune progenitors as shown by targeted phenotyping, and by our own data. Using our unbiased approach to phenotype adventitial mesenchymal cells, we show that the *Pdgfra/Dpep1* fibroblast population includes *Ly6a/Sca-1*+ cells, but also *Ly6a/Sca-1* low or negative cells. Moreover, *Ly6a/Sca-1*+ fibroblast decreases in the presence of atherosclerosis, which might be a result of differentiation upon disease induction. On the other hand, we show that adventitial LY6A/SCA-1+ cells include more than fibroblasts alone. Hence, *Ly6a/Sca-1*+ cells do not fully recapitulate PDGFRA+ cells, a concept which is important for the interpretation of results. The CD55+ trajectory cells express a high level and frequency of *Ly6a/Sca*-1 and its function may thus most closely resemble published reports on adventitial *Ly6a/Sca-1*+ progenitor cells.

Biological implications of CD55+, CXCL14+, and LOX+ fibroblasts may be gained from their differential association and response to experimentally changed CV risk factors, i.e. age and serum lipids, and enrichment of genes with a GWAS to CAD. CD55+ fibroblasts were linked to vascular development and were increased upon ageing. In endometrioid tumour, CD55 was found to be essential in self-renewal,^46^ which would be in line with our findings of coinciding expression of Sca-1 and CD55+ trajectory. Increasing the presence of the CD55+ trajectory might induce rejuvenation through increased plasticity and potential to adapt to pathogenesis. In addition, CD55 has a role in complement regulation, and its stimulation may trigger detrimental vascular inflammation. This is in line with observation in atherosclerosis, where whole-body CD55 deficiency was shown to be atheroprotective in ApoE KO mice.^31^ As CD55 is one gene of 46, skewing the entire trajectory would probably not reflect the effect of the single CD55 knock-out. CXCL14+ trajectory also expanded upon vascular ageing. GO terms of the CXCL14+ trajectory included extracellular matrix organization and antigen presentation, among others. In vascular ageing, we only observed an association of this trajectory with fibrosis, likely owing to the four collagen genes in this trajectory (*Col4a1, 5a3, 6a3, 15a1*). This is in line with a positive effect on fibrotic gene expression and proliferation of fibroblasts,^47^ and the absent effect of *Cxcl14* KO on immune cell recruitment in homoeostasis.^48^ However, upon a stronger pro-inflammatory milieu, like in overt atherosclerosis, this aspect of CXCL14 function may be important. Indeed, this trajectory was also detected in advanced plaques by histology and single-cell sequencing. In line, *Cxcl14* expression was enhanced in mouse primary macrophages by oxidized LDL, and peptide immune therapy diminished serum CXCL14 levels and murine atherosclerosis.^49^ Although attributed to macrophages so far, conditional deletion of *Cxcl14* using existing *Pdgfra-* or future *Dpep1*-Cre models may unveil the effect of CXCL14+ fibroblasts in atherogenesis.

While CD55+ and CXCL14+ fibroblasts expanded upon vascular ageing, the expansion of LOX+ fibroblasts was triggered only by a mild increase in serum cholesterol. The early rise of LOX+ fibroblasts coinciding with adventitial collagen deposition prior to disease development possibly implies a regenerative role for LOX+ fibroblasts to strengthen the vessel upon a lipid challenge. Higher total LOX protein abundance in plaques was associated with plaque stability, whereas, seemingly opposing, *Lox* mRNA levels predicted the risk of myocardial infarction.^50^ Although these effects of LOX have thus far been attributed to SMCs,^51^ future studies are warranted to challenge this view. Together, we foresee skewing trajectories towards more favourable subsets through conditional knock-out models, which might have great relevance for atherogenesis and vascular ageing, like the improved balance between lung myogenic and lipofibroblasts spurring lung fibrosis.^52^ Likewise, dampening pro-inflammatory fibroblasts or promoting matrix fibroblasts may be beneficial for plaque progression. An interesting addition to this is that lipid-lowering medications that are prescribed on a regular basis, e.g. statins, could already influence fibroblast abundance and matrix production.^53^ Studies investigating the beneficial lipid-lowering effect vs. the negative effect on fibroblast presence and functions are warranted.

The current study has some limitations. Current single-cell sequencing technology has limited sequencing depth and is, therefore, biased towards genes with high expression levels. Nevertheless, the resolution at the single-cell level has already provided new insights into arterial biology in health and disease, as well as corroborated existing ones.^2,18,27,54^ Enrichment of mesenchymal cells yielded sufficiently high fibroblast cell numbers to reveal transcriptional regulation of small subsets of cells, which remained obscured in two ‘atlas’ datasets with smaller fibroblast numbers.^17,18^ While their approach had the advantage to study all cells simultaneously, as well a cell–cell communication, our approach prevents analysis of cell–cell communication. Moreover, the lack of healthy, human adventitial single-cell sequencing datasets prevents direct comparison of the adventitial fibroblast transcriptome and subsets between mice and humans. Another limitation pertains to a causal implication of the observed association between the fibroblast trajectories and human plaque characteristics. Future studies with conditional depletion of trajectory genes or their master regulators in *Pdgfra+/Dpep1*+ fibroblasts would give us insight into how targeted elimination of fibroblast trajectories would impact atherogenesis.

In conclusion, PDGFRA specifically marks arterial fibroblasts across arterial beds, with CD55+, CXCL14+, and LOX+ fibroblasts showing differential association to human CVD and response to CV risk factors. Together, these new insights will aid to determine the role of fibroblasts in disease progression and future targeted treatment plans.

## Supplementary material

Supplementary material is available at *Cardiovascular Research* online.

## Authors’ contributions

J.C.S., A.H.B, K.V.K., I.R.M.: conceptualization; K.V.K., I.R.M., R.J.H.A.T., S.E.J.A., R.W.S., R.S.T. A.H.B., and J.C.S.: methodology; K.V.K., I.R.M., R.J.H.A.T., S.E.J.A., R.W.S., R.S.T., and J.C.S.: formal analysis; K.V.K., I.R.M., R.J.H.A.T., S.E.J.A., R.W.S., R.S.T., C.K., H.J., S.M., D.K., M.J.G., L.T., J.L., P.G.: investigation; R.D., P.R., Y.L., H.N., J.R.W.K., L.J.S., Y.H.S., B.M.E.M., E.A.L.B., N.C.H., and R.K.: resources; J.C.S. and K.V.K.: writing—original draft; K.V.K., I.R.M., A.H.B., J.C.S.: writing—review and editing; J.C.S.: funding acquisition; A.H.B., J.C.S.: supervision.

## Supplementary Material

cvad016_Supplementary_Data

## Data Availability

Data are deposited (GSE196395) and may be inspected on a web-based interface (Plaqview.com).^55^ Count matrices and codes are available upon reasonable request.

## Notes

Translational perspective The current study sheds light on the transcriptional heterogeneity of arterial fibroblasts and the influence of pathologic environments, such as lipid levels or ageing, on fibroblast differentiation through transcriptional trajectories. In addition, the presence of fibroblast clusters in human specimens and their enrichment of genes associated with cardiovascular disease (CVD) highlight their potential role in disease development and progression. Novel therapeutic strategies could be shifting the focus to cell-specific targeting. By influencing fibroblast differentiation, their functional properties could be altered as well, e.g. adapting pro-fibrotic potential. This could be of great importance in regulating the effect of fibroblasts on CVD.

# Supplementary material for: Human and murine fibroblast single-cell transcriptomics reveals fibroblast clusters are differentially affected by ageing and serum cholesterol
**Source:** Cardiovasc Res. 2023 Jan 31;119(7):1509–23. doi: 10.1093/cvr/cvad016
**Supplement:** cvad016_Supplementary_Data

Online data supplement to:

Human and murine fibroblast single cell transcriptomics reveals reveals fibroblast clusters are differentially affected by ageing, and serum cholesterol

Fibroblast clusters in health and disease

van Kuijk K^{1,2}, McCracken IR³, Tillie RJHA¹, Asselberghs SEJ^{1,4}, Kheder DA¹, Muijtens S¹, Jin H¹, Taylor RS³, Wichers Schreur R¹, Kuppe C^{2,5}, Dobie R⁶, Ramachandran P⁶, Gijbels MJ^{1,7,8}, Temmerman L¹, Kirkwood PM⁶, Luyten J^{1,4}, Li Y^{9,10}, Noels H¹¹, Goossens P¹, Wilson-Kanamori JR⁵, Schurgers LJ^{1,2}, Shen YH^{9,10}, Mees BME^{1,4}, Biessen EAL^{1,11}, Henderson NC^{5,12}, Kramann R^{2,4}, Baker AH^{1,3}, Sluimer JC^{1,3}

Table of contents:

Supplemental tables S1-10	(page 2)
Supplemental figures S1-9	(page 12)
Supplemental Video 1 legend	(page 21)
Supplemental methods	(page 22)
Supplemental references	(page 26)

Supplemental Tables**Supplemental Table S1. Cell counts after quality control as indicated in CellRanger software**

**Parameter**	**C57BL/6J (#)**	**<i>Ldlr</i> KO, chow (#)**	**<i>Ldlr</i> KO, 16 weeks HCD (#)**
Estimated number of cells	5,701	4,822	7,989
Mean reads/cell	87,456	63,948	47,390
Median genes/cell	2,490	2,359	1,640
Median UMI counts/cell	7,169	6,794	3,545

Supplemental Table S2. Sequencing parameters for 10X Genomics samples

**Sequencing**	**C57BL/6J (%)**	**<i>Ldlr</i> KO, chow (%)**	**<i>Ldlr</i> KO, 16 weeks HCD (%)**
Valid barcodes	98.4	96.0	95.8
Reads mapped confidently to transcriptome	66.9	51.6	44.4
Reads mapped confidently to exonic regions	69.3	56.0	48.5
Reads mapped confidently to intronic regions	15.1	30.8	36.0
Reads mapped confidently to intergenic regions	2.8	4.3	5.0
Sequencing saturation	85.4	69.0	65.0

Supplemental Table S3. Expression of markers macrophages, endothelial cells, neurons and adipocytes in C57BL/6J scRNA-seq dataset

**Markers**	**Cells with detected expression (%)**
Cd68 (Macrophages)	0.25
Pecam1 (Endothelial cells)	6.13
Rbfox3 (Neurons)	1.45
Adipoq (Adipocytes)	0.50

Supplemental Table S4. Differentially expressed genes (DEGs) in each individual core cluster compared to the other core clusters (F1 vs. F5 vs. F8)

F1 vs. F5 & F8 signature	F5 vs. F1 & F8 signature	F8 vs. F1 & F5 signature
Pla1a	Cxcl12	Mfap4
Gm12840	Gdf10	Col8a1
Ifi205	Steap4	Cilp
Sult1e1	Nrp1	Elin
Lrrn4cl	Ccl11	Angptl1
Ifi204	Clec11a	Fxyd6
Wt1		Itgbl1
Cotl1		Aspn
Efemp1		Sfrp1
		Lox
		Tgfb3
		Cpxm2
		Pdgfrl
		Wisp2
		C1qtnf2
		Fgl2
		Avpr1a
		Pcsk5
		Pmepa1
		Fibin
		Dkk2
		Hmcn2
		Crispld2
		Cpe
		Cdkn1c

Supplemental Table S5. Fibroblast cluster proportions represented as the percentages of the total population of fibroblast.

Cluster	F1	F2	F3	F4	F5	F6	F7	F8	F9	F10	F11	F12
Proportion (%)	16.54	9.26	8.73	3.83	17.21	5.27	3.75	10.60	8.59	3.02	3.24	9.96

Supplemental Table S6. Enrichment of differentially expressed genes of each trajectory in GWAS for coronary artery disease (CAD) expressed as p-value.

**GWAS CAD**	**p-value**	**Intersected genes**
**CD55+ Trajectory (F1234)**	3.5×10^{-2}	IL6R
**CXCL14+ Trajectory (F567)**	$<5 \times 10^{-6}$	LPL, LOXL1, WT1,<br>SERPINH1, COL6A3
**LOX+ Trajectory (F89)**	2×10^{-3}	TMEM204, GEM, ZEB2

Supplemental Table S7. Blood cholesterol levels of young C57BL/6J mice, aged C57BL/6J mice and *Ldlr* KO mice on chow diet or high cholesterol diet for 16 weeks

Mouse model	Diet	Cholesterol levels (mmol/L)
C57BL/6J (N=36)	Chow (8 wks old)	1.30±0.55
C57BL/6J (N=14)	Chow (72 wks old)	1.28±0.62
<i>Ldlr</i> KO (N=11)	Chow	4.10±2.25
<i>Ldlr</i> KO (N=13)	16 weeks high cholesterol diet	14.23±8.33

Supplemental Table S8. Adventitial cell populations of *Ldlr* KO mice on chow diet vs. normolipidemic C57BL/6J mice, proportional to relevant populations measured by flow cytometry. Values are represented as average from 3 pools, consisting of 3-6 mice.

Mouse model	Endothelial cells (% of living)	Immune cells (% of living, VE-cadherin-)	Smooth muscle cells (% of living, VE-cadherin-,CD45-)	Fibroblasts (% of living, VE-cadherin-,CD45-)	Other (% of living)
C57BL/6J (N=36)	0.2	1.2	3.0	31.0	64.6
Ldlr KO (N=11)	0.8	0.8	3.8	26.5	68.1

Supplemental Table S9. Percentages of Ly6a/Sca-1 expressing fibroblasts in single cell sequencing datasets used in the current manuscript.

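A Ly6a UMI was found in 92.7% (90.2 to 94.7) of 549 chow and 66.4% (62.9 to 69.8) of 744 HCD fibroblast-like cells. Chow cells held more UMIs, a median of 14890 against 7070. With every cell thinned to 1000 UMIs the shares were 56.9% (52.7 to 61.1; 312 of 548 cells) and 29.5% (26.2 to 33.0; 216 of 732), with 1 chow and 12 HCD cells under that depth left out. In macrophage-like cells, a measure of background from free RNA, Ly6a was found in 6.46% of chow and 7.77% of HCD cells (median 11070 and 7130 UMIs), or 0.935% and 2.00% after thinning.
In endothelial-like cells the thinned share of Ly6a was 49.6% and 45.0%. At this depth it was lower in HCD also in B cell-like (32.7% and 19.0%) and T/NK cell-like cells (13.8% and 6.45%). Thinned to 2000 UMIs these shares were closer, 47.95% and 42.2% in B cell-like and 19.7% and 15.45% in T/NK cell-like cells, against 72.3% and 43.9% in fibroblast-like cells. For depth, 347 of 1373 HCD B cell-like and 134 of 723 HCD T/NK cell-like cells were left out at 1000 UMIs, and 852 and 503 at 2000 UMIs. In the fibroblast clusters with at least 20 cells from each library, 79.2% of HCD fibroblast-like cells held a Ly6a UMI, or 36.8% after thinning.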

**Data**	**Publication**	**% of fibroblasts expressing Ly6a/Sca-1**
**Healthy C57BL/6J**	This manuscript	94.8
**Ldlr KO (Chow)**	This manuscript	92.9
**Ldlr KO (HCD)**	This manuscript	59.3
**C57BL/6J**	Gu et al. 2019 ATVB	86.0
**C57Bl/6**	Dobnikar et al. 2018 Nature Communications	43.6

Supplemental Table S10. Enrichment of murine trajectory-specific genes in human fibroblast population originating from dataset by Li et al.

Trajectory	-10log(p-value)
CD55+ Trajectory (F1234)	2.17
CXCL14+ Trajectory (F567)	15.32
LOX+ Trajectory (F89)	21.24

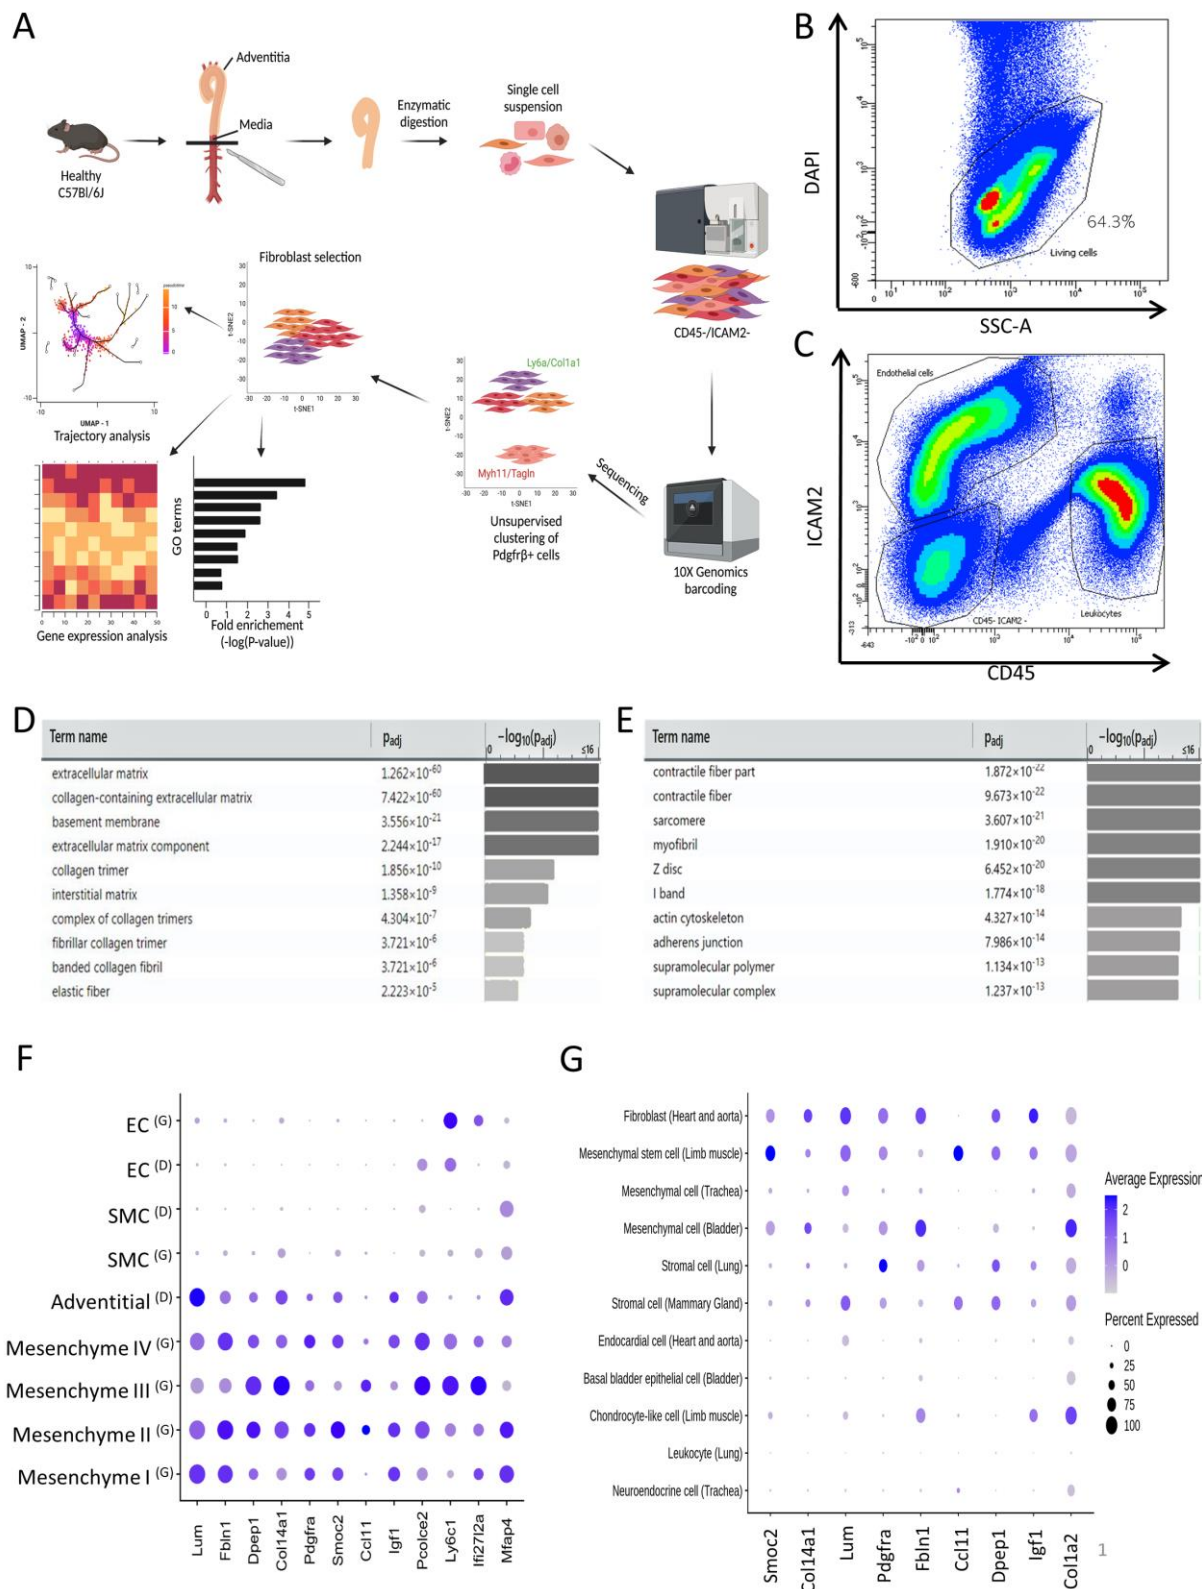

Supplemental figure S1. Fibroblast characterization using single cell sequencing. **A.** Diagram depicting study approach from tissue isolation from healthy C57Bl/6J mice and further processing, **B.** Selection of living DAPI- cells (64.3%) from pooled adventitial samples of 8 male mice **C.** Flow cytometry gating strategy for selection of CD45-, ICAM2- cells from DAPI- cells (9.7% of living) from figure 1B for scRNA-seq, **D.** Top ten GO-term analysis of cellular processes of fibroblasts, or **E.** MCs. **F.** Dot plot of marker specificity in healthy murine adventitia (G)⁵⁶, and healthy media (D)⁵⁷, **G.** Marker validation in mesenchymal and fibroblasts from single cell expression data of Tabula Muris consortium⁵⁸. Annotation of cell types in **F** and **G** is according to the original paper.

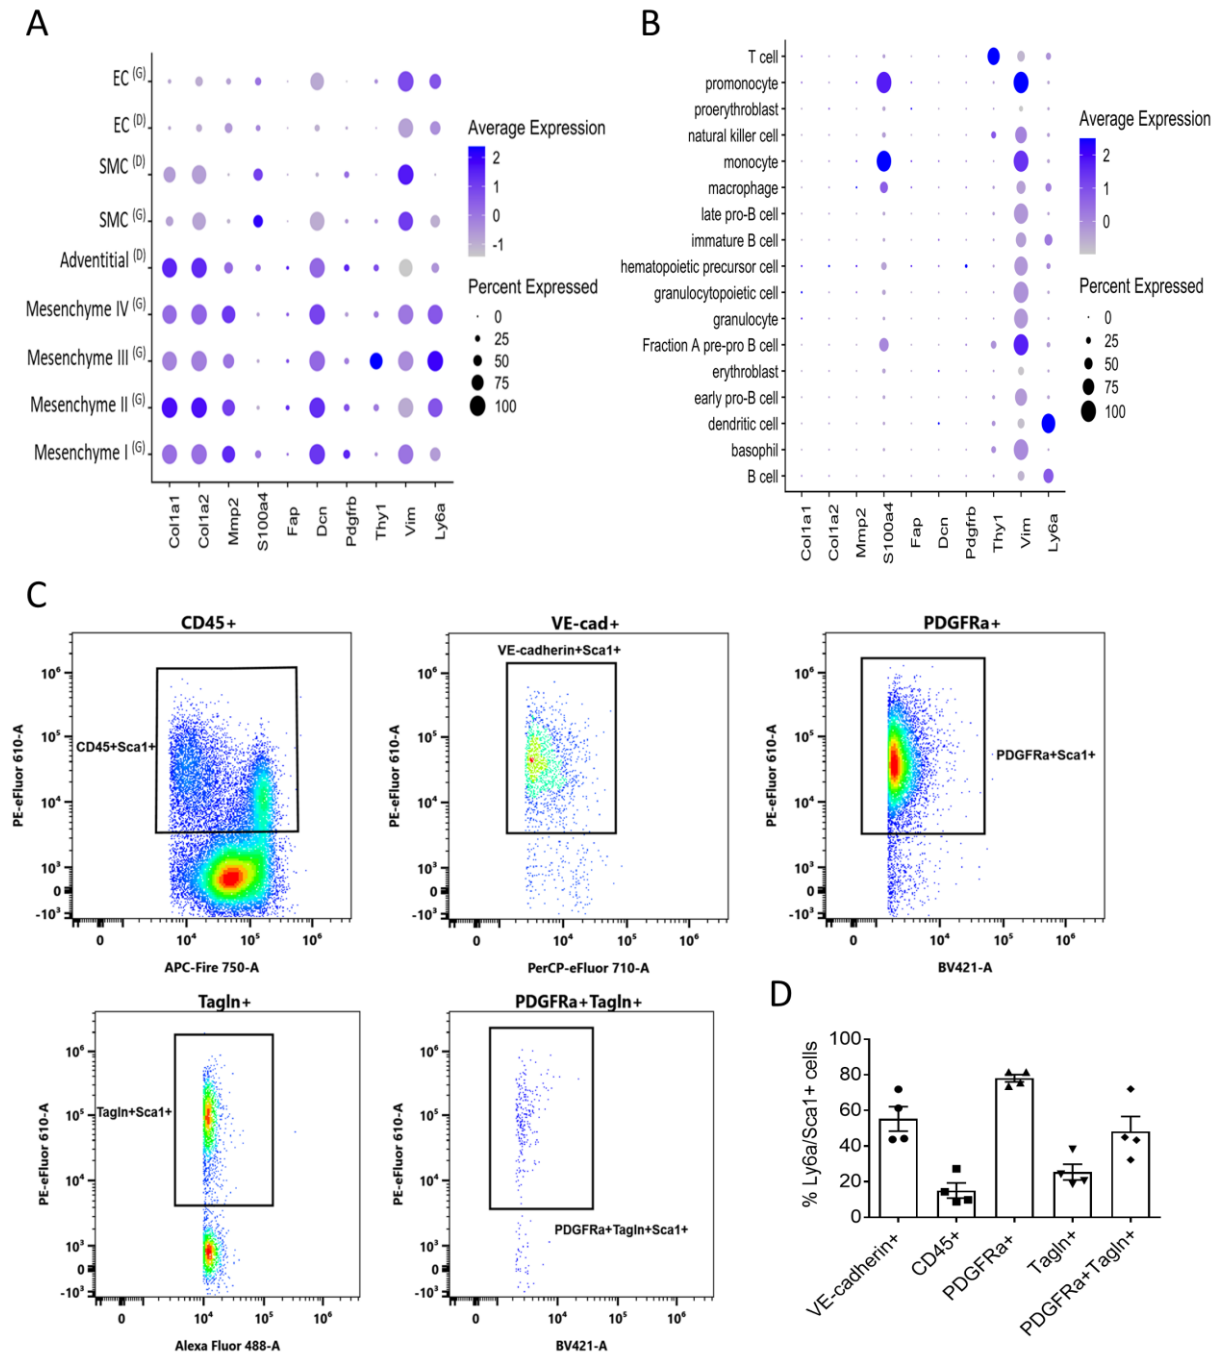

Supplemental figure S2. Expression traditional fibroblast markers not restricted to fibroblasts or mesenchymal cells. **A.** Expression of traditional fibroblast markers in Gu dataset⁵⁶ and Dobnikar dataset⁵⁷, **B.** Expression of traditional fibroblast markers in spleen and bone marrow from Tabula Muris⁵⁸. Annotation of cell types is according to the original papers.⁵⁶⁻⁵⁸ **C-D.** Flow cytometry gating strategy and quantification of Ly6a/Sca-1 positivity in all vascular wall cell types, originating from thoracic aorta adventitia (N=4 groups, 7 young C57Bl6/J mice per group, total 28 mice). All results show mean ± SEM.

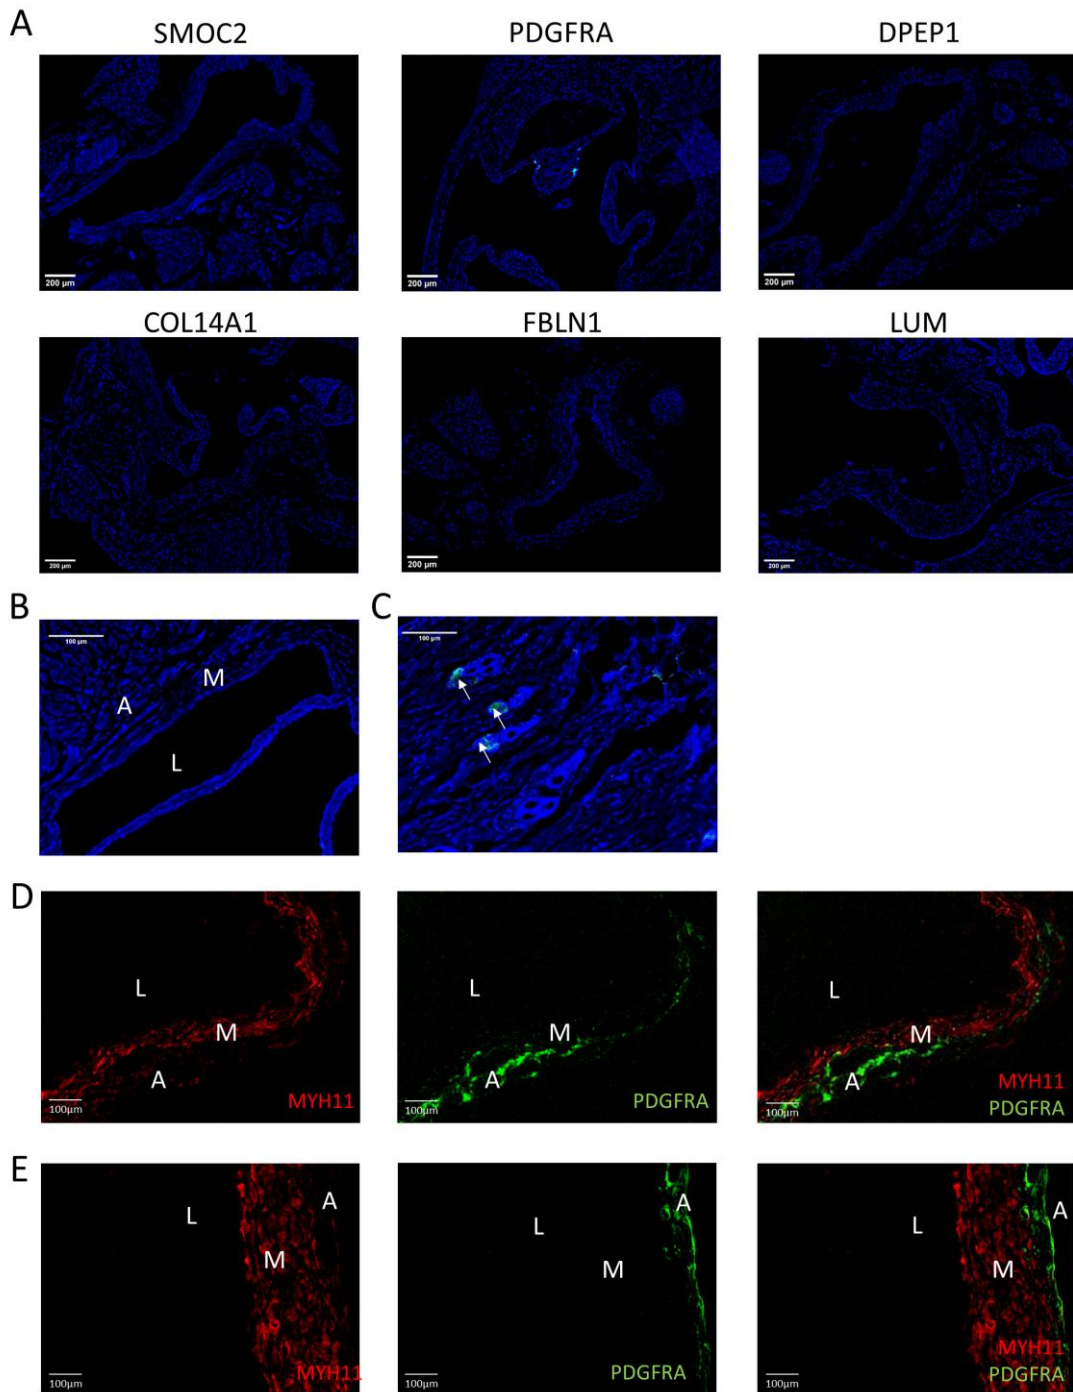

Supplemental Figure S3. Negative controls, immunohistochemical analysis of CCL11 in healthy C57BL/6J aortic roots, PDGFRA in Myh11-reporter mice and MYH11 in Pdgfra-reporter mice. A. Negative controls for immunohistochemical stainings of fibroblast signature markers, **B.** Murine aortic root immunohistochemically stained for Ccl11. Adventitia indicated by A, Media by M and Lumen by L., **C.** Positive control, murine dermis, with Ccl11 expression in green. **D.** PDGFRA expression in myosin heavy chain 11 (MYH11) reporter brachiocephalic artery. **E.** MYH11 expression in aortic root of Pdgfra-TdTomato reporter. Myh11 in red, Pdgfra in green, co-localization (yellow) is absent. A indicates adventitia, M indicates media, and L indicates lumen.

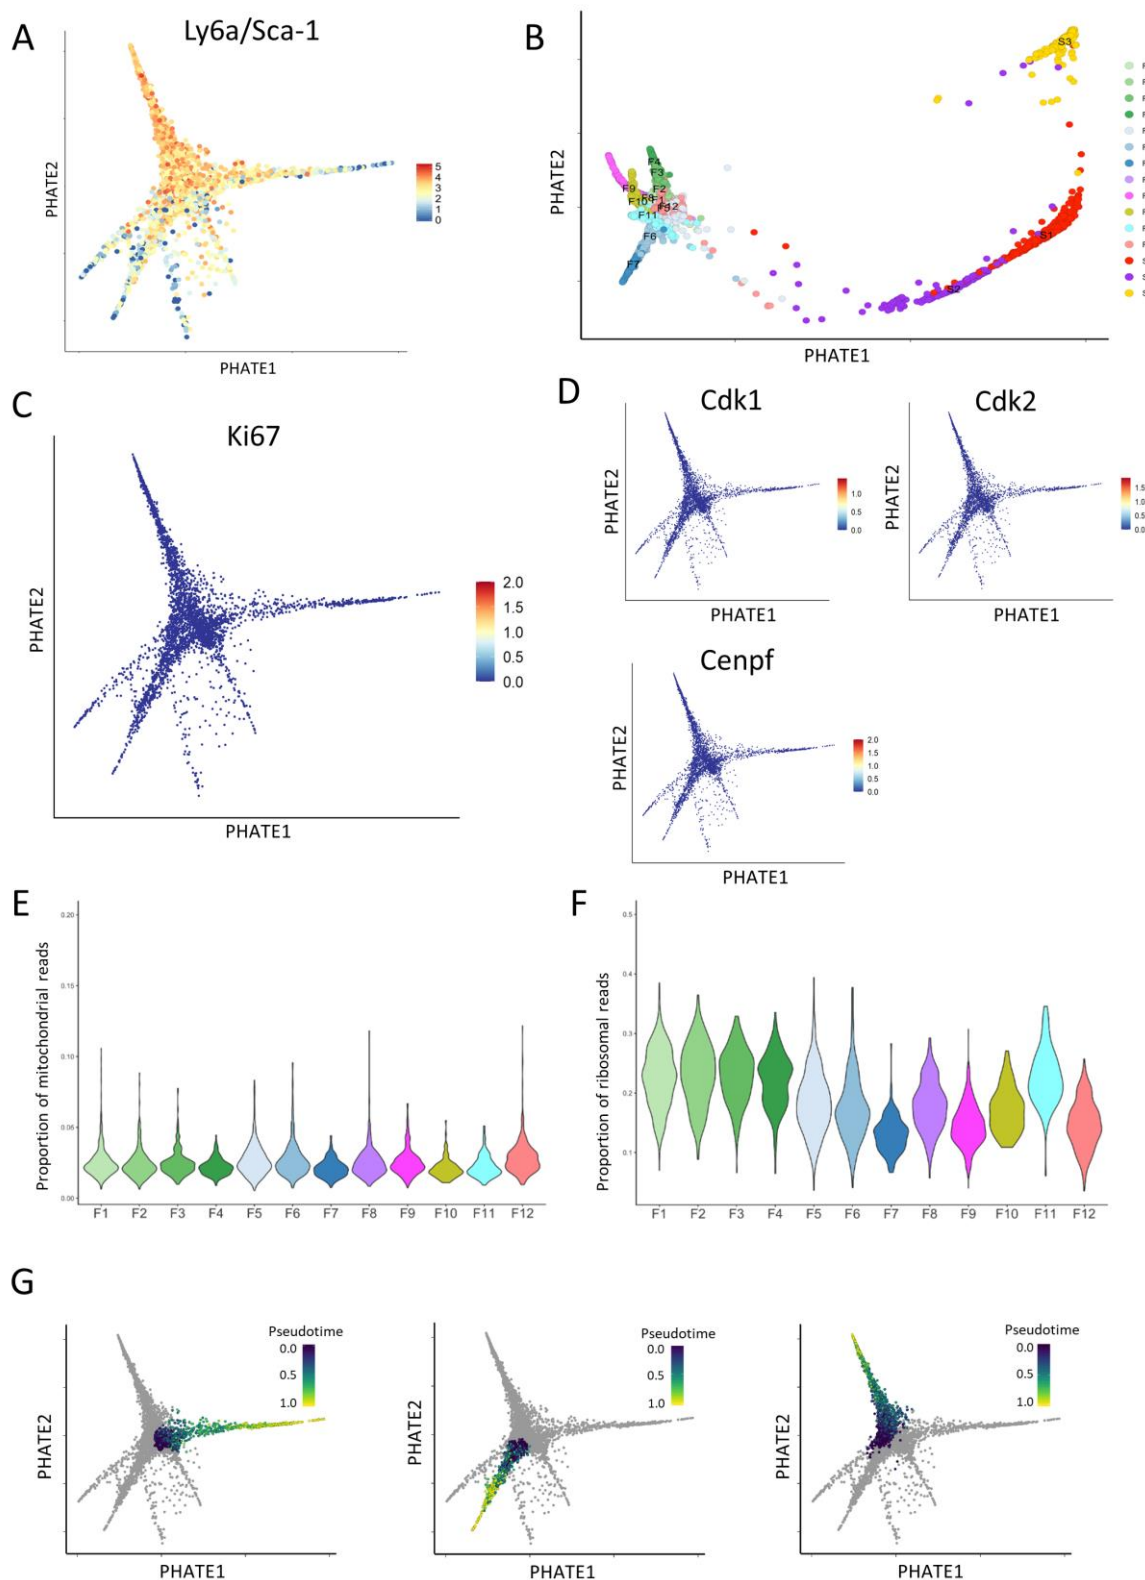

Supplemental figure S4. Expression of proliferation markers, mitochondrial genes or ribosomal genes absent in fibroblasts. **A.** *Ly6a/Sca-1* expression projected on PHATE plot of Figure 3A, **B.** PHATE dimensionality reduction on total dataset including fibroblasts and SMCs, **C.** *Ki67* expression projected on PHATE plot of Figure 3B, **D.** Expression of proliferation markers *Cdk1*, *Cdk2* and *Cenpf* projected on PHATE plot of Figure 3B, **E.** Proportion of mitochondrial genes among the twelve fibroblast clusters, **F.** Proportion of ribosomal genes among the twelve fibroblast clusters, **G.** Monocle pseudotime projection on each PHATE plot from figure 3B.

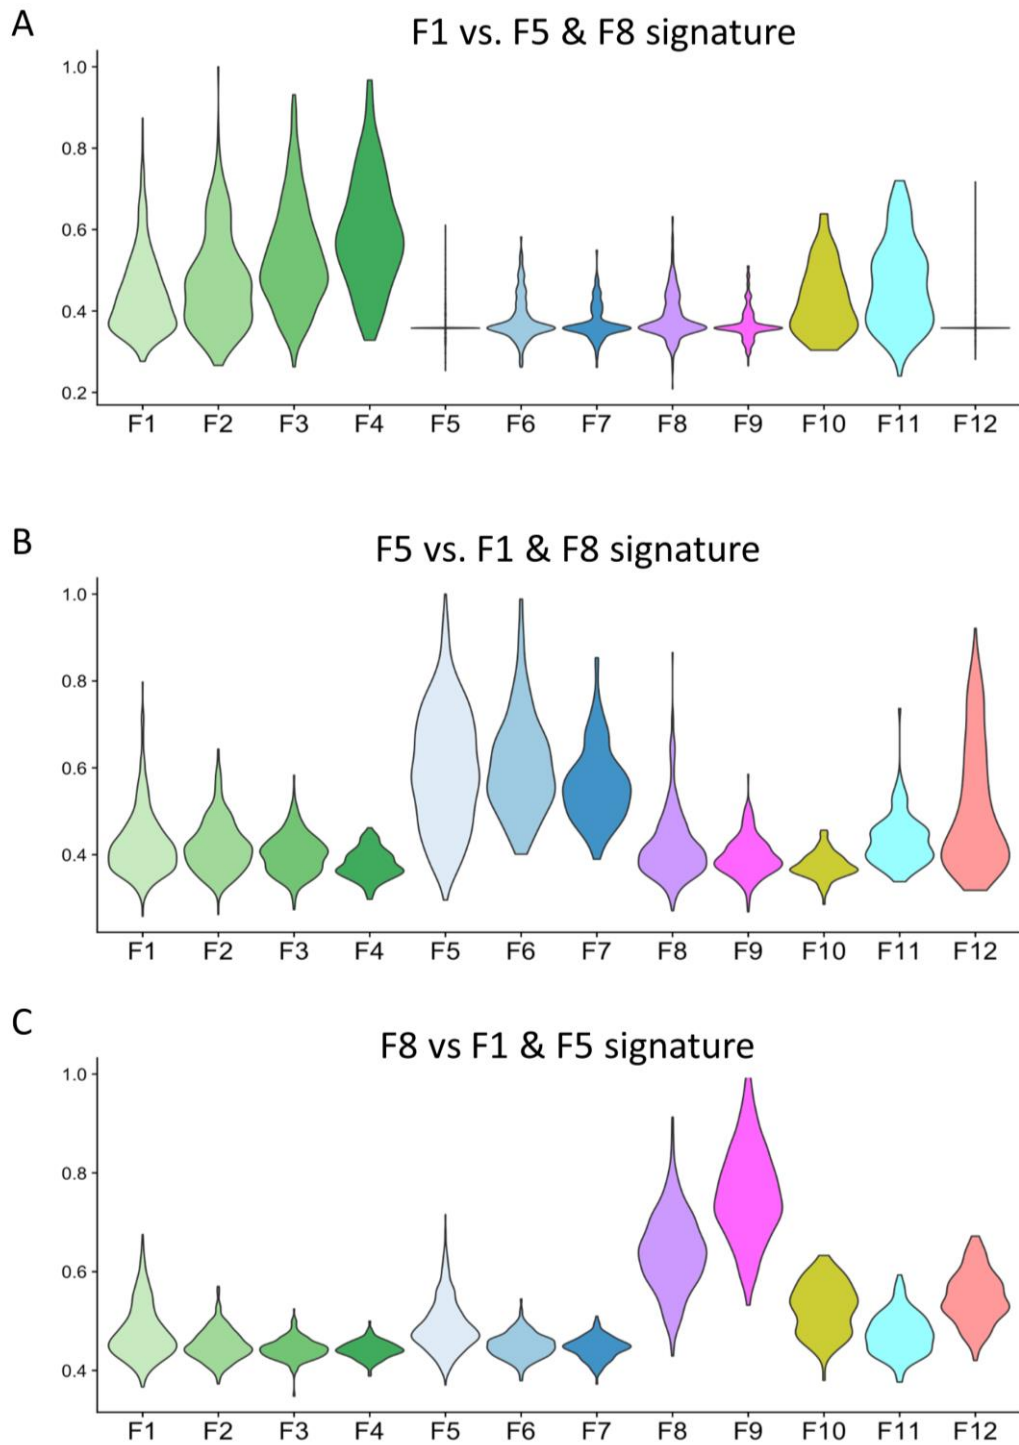

Supplemental figure S5. Gene signatures for the different core clusters per differentiation trajectory. **A.** Differential expression of signature for F1 vs F5+F8 in clusters F2, F3, F4 , and to a lesser extent F10 and F11, suggest these originate from F1, **B.** Differential expression of F5 vs F1+F8 signature in clusters F6, F7 and F12, **C.** Differential expression of F8 vs F5+F1 signature in population F9

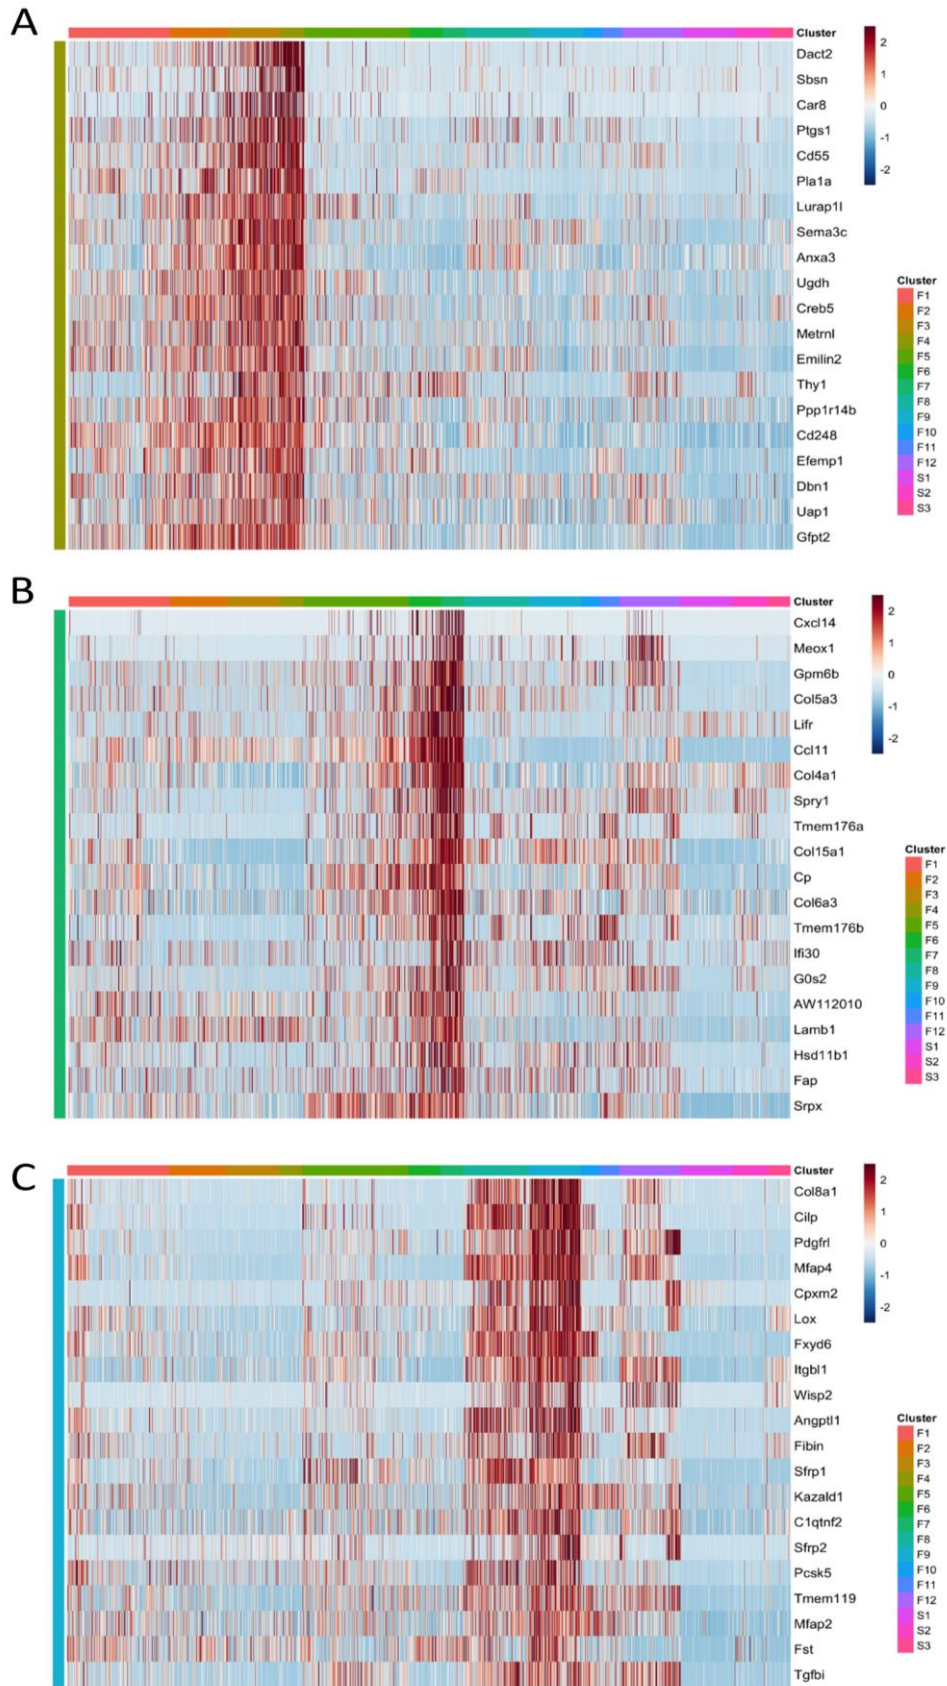

Supplemental Figure 6. Heatmaps depicting gene expression of trajectory specific markers. Heatmap for differentially expressed genes of trajectory 1 in **A**, trajectory 2 in **B** and trajectory 3 in **C**. Criteria included expression of genes in >70% of cells in end-cluster of each trajectory and <35% of remaining cells.

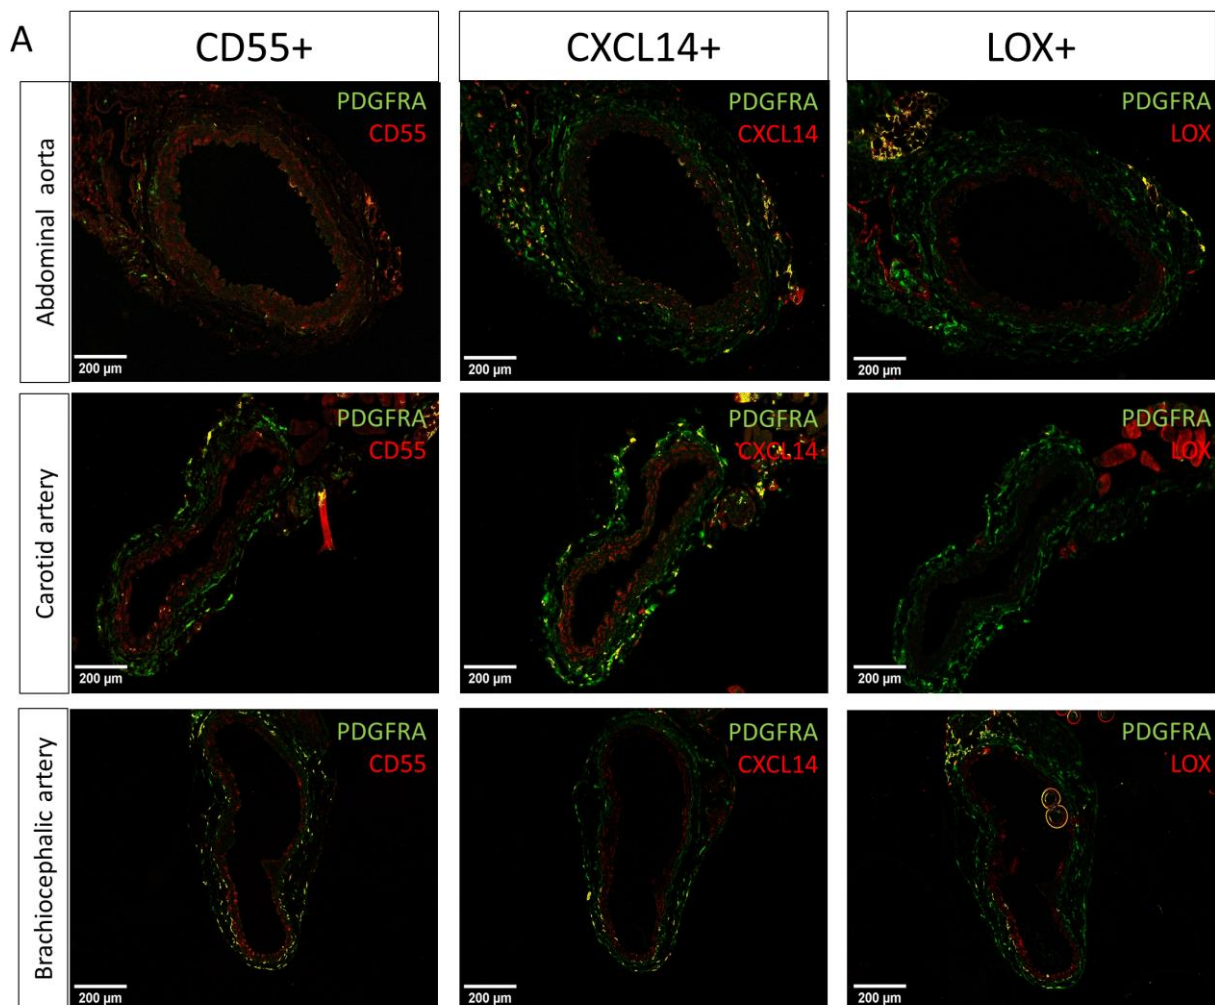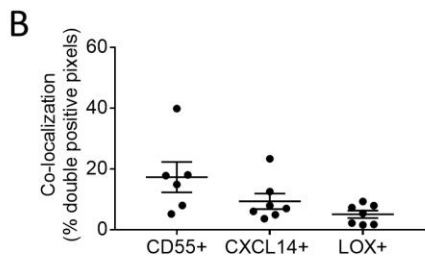

Supplemental Figure 7. Markers representing differentiated clusters presence in multiple vascular beds **A.** Immunohistochemical analysis of markers representing differentiated clusters for each trajectory in abdominal aorta, carotid artery and brachiocephalic artery (BCA), **B.** Quantification of co-localization of trajectory markers CD55, CXCL14 and LOX with PDGFRA in adventitia of healthy C57BL/6J brachiocephalic arteries. All results show mean $\pm$ SEM.

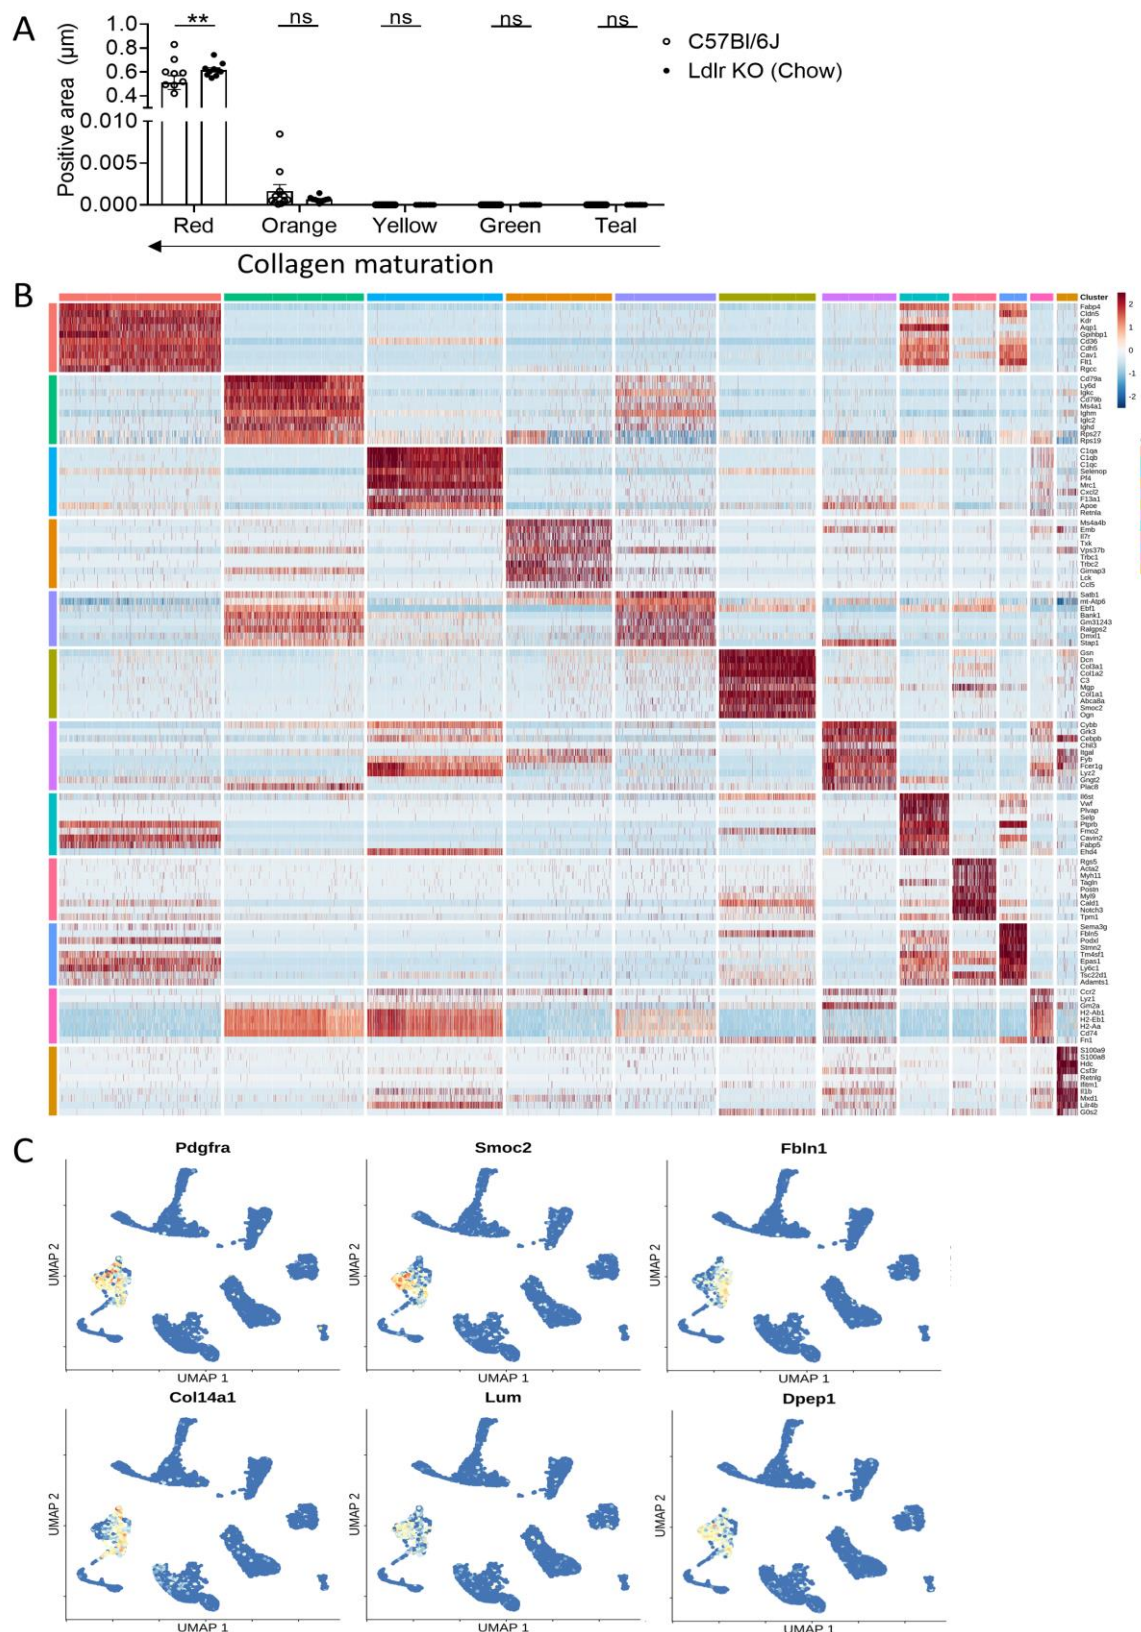

Supplemental Figure S8. Single cell sequencing of adventitia *Ldlr* KO mice **A.** Sirius red staining in adventitia of healthy C57BL/6J and *Ldlr* KO BCA. Red represents mature collagen, while teal presents the least mature collagen. **B.** Heatmap for cell annotation of single cell sequencing data, originating from *Ldlr* KO mice on chow and high cholesterol diet for 16 weeks, **B.** Annotation of fibroblasts in *Ldlr* KO single cell sequencing dataset making use of fibroblast-specific markers identified in Figure 2A. Visualization in UMAP. Statistical analyses were performed using two-way ANOVA with Bonferroni post-hoc test (A). All results show mean $\pm$ SEM ** $p < 0.015$

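All 7 genes of the paper's fibroblast signature were found in fibroblast-like cells of both libraries, and none differed between them by 1.5 times. Pdgfra, which encodes a receptor for platelet-derived growth factor, had 630 CPM in chow and 844 CPM in HCD (log2 ratio 0.42), and the peptidase gene Dpep1 had 897 and 910 CPM (0.02). Smoc2 had 1484 and 1644 CPM (0.15), Fbln1 491 and 618 (0.33), Col14a1 1033 and 764 (−0.43), Lum 880 and 749 (−0.23) and Ccl11 1221 and 902 (−0.44). A Pdgfra UMI was found in 534 of 549 chow and 687 of 744 HCD fibroblast-like cells, a Dpep1 UMI in 528 and 647 and a Smoc2 UMI in 463 and 616.
In macrophage-like cells, which should lack these genes, Pdgfra had 0.493 CPM in chow and 7.70 CPM in HCD, Dpep1 1.81 and 10.9, and Smoc2 3.29 and 16.9. In the HCD library more fibroblast RNA thus lay in cells of other classes, and small HCD levels of these genes outside fibroblasts are not read as expression. The 7 genes were kept off the marker list that named the fibroblast clusters.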

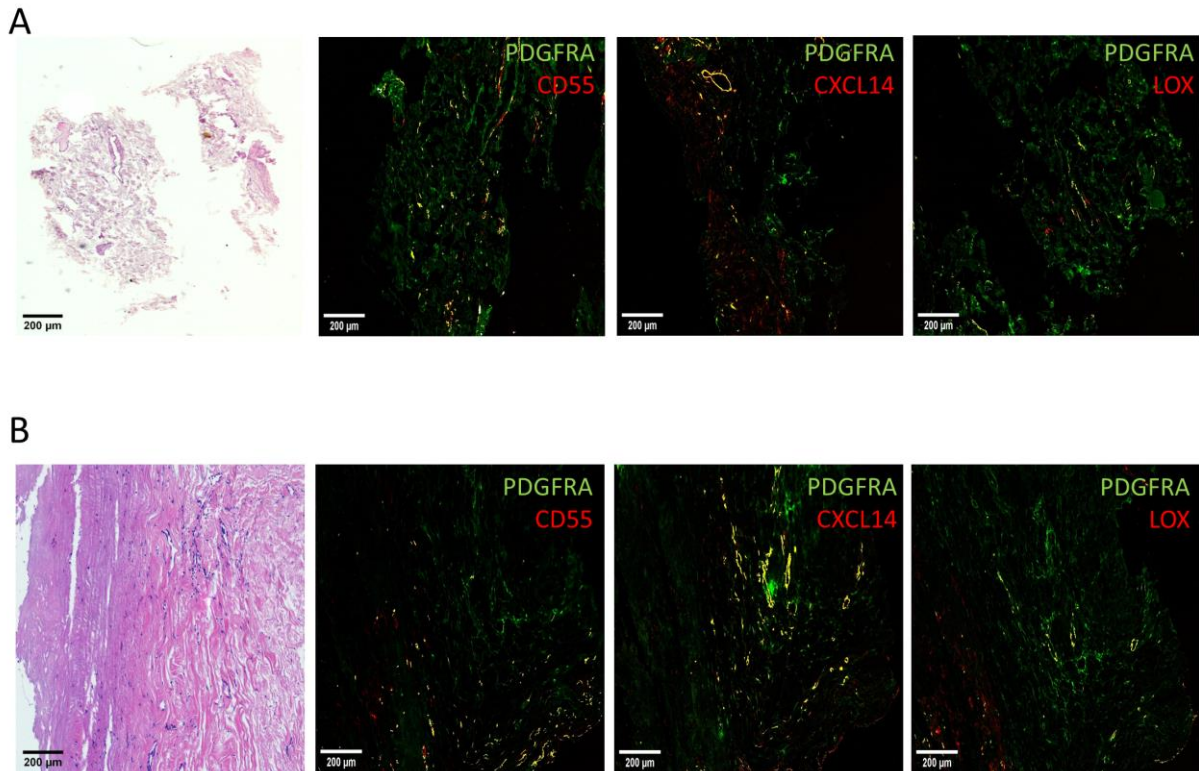

Supplemental Figure 9. Fibroblast trajectories in human specimens.

A. Immunohistochemical stainings of CD55+fibroblasts, CXCL14+fibroblasts, and LOX+ fibroblasts representing trajectory 1-3 respectively in specimens from carotid anastomosis during aortic bypass surgeries, **B.** Trajectory presence in human carotid adventitia, obtained from the opposite side of the culprit plaques during carotid endarterectomy, with corresponding H&E. Overlap between PDGFRA and trajectory markers is shown in yellow.

Legend Supplemental Video S1

Dissection of adventitia of the thoracic aorta (ranging from the aortic root until the diaphragm), which was carefully microscopically dissociated from the underlying medial layer.

Supplemental Methods

Flow cytometry and cell sorting

Adventitia of the thoracic aorta (ranging from the aortic root until the diaphragm (Supplemental Video S1)) was carefully microscopically dissociated from the underlying medial layer and collected in ice-cold PBS. Adventitial tissue of C57BL/6J or *Ldlr* KO mice was enzymatically digested for 15 minutes at 37°C using collagenase B (0.00284g/ml, Sigma 110088807001), pronase (0.01g/ml, Sigma 10165921001) and DNase (0.1mg/ml, Roche 11284932001). This enzymatic cocktail ensures optimal isolation of mesenchymal cells⁵⁹. Tissue was filtered through a 70µm strainer and subjected to red blood cell lysis (8.4g NH₄CL + 0.84g NaHCO₃ in 1 liter H₂O, pH 7.2-7.4). Living, DAPI-negative, mesenchymal cells were sorted as CD45 negative (BioLegend, 103114), and ICAM2 negative cells (BioLegend, 400526) on FACS Aria III for scRNA-seq in case of 8 week old C57BL/6J mice or living, DAPI-negative, cells for *Ldlr* KO mice.

Cells isolated from adventitia originating from either young C57BL/6J mice (8 weeks, male), aged C57BL/6J mice (72 weeks, male), *Ldlr* KO mice on chow or high cholesterol diet for 16 weeks were used for protein validation using flow cytometry (FACS canto II). After FC receptor blocking (15246827, Thermofisher) were stained with the following antibodies: CD45 (Biolegend, 103154), Cdh5/VE-cadherin (Invitrogen, 53-1441-82 or eBioscience 46-1441-82), Transgelin (Novus biologicals, NBP2-47689PCP or NBP2-47689AF488), Platelet derived growth factor alpha (PDGFRA) (BD Pharmingen, 562774), Sca-1/Ly6a (eBioscience 61-5981-82), CD55 (Biolegend, 131804), CXCL14 (Abcam, ab264467) and Lysyl oxidase (LOX) (Novus biologicals, NB-100-2527AF647), live/dead fixable cell stain (Invitrogen, L34957). In case of CXCL14, the antibody was labelled using a PE/Cy7 conjugation kit (Abcam, ab102903). For intracellular stainings (Transgelin, CXCL14 and LOX), fix & perm cell permeabilization kit was used (Invitrogen, GAS004). Data analysis was performed with BD FACS Diva software.

Single-cell sequencing

After cell count number and viability check with trypan blue (>85%), a total of ~16.000 adventitial CD45-/ICAM2- cells from healthy 8 weeks old, male C57BL/6J mice were loaded on a chromium single-cell controller using V2 reagent kit (10X Genomics). In case of *Ldlr* KO, a total of ~15.000 cells were loaded using V2 reagent kit (10X Genomics). Samples were loaded approximately 4 hours after tissue isolation. Libraries of cDNA were synthesized as suggested by 10X genomics and used to create sequencing libraries. In short, in reaction vesicles (gel beads in emulsion, GEMs), cells were lysed and barcoded oligonucleotides reverse transcribed before clean-up and cDNA amplification. The Chromium Single-Cell 3' Library Kit was then used to generate indexed sequencing libraries. Sequencing was performed on Illumina HiSeq4000. In case of C57BL/6J, 5701 cells were yielded with ~87,000 reads per cell and for *Ldlr* KO, 4800 cells were yielded after chow diet and ~8000 cells after HCD, with 63,000 and 47,390 reads per cell respectively (Supplemental Tables 1-2).

Immunohistochemical stainings

Murine tissue was fixed in 1% paraformaldehyde overnight, paraffin-embedded, and serially sectioned (4µm). For stainings, only sections that had mature media (determined by elastin fiber presence) were used. Tissue was deparaffinized using Xylene and rehydrated using an alcohol gradient (100-50% in dH₂O). Antigen retrieval was performed using low pH EnVision Dako target retrieval solution (Dako K800521-2), followed by blocking in 10% normal swine serum (Dako, X0901) in tris buffered saline (TBS). Immunohistochemical detection of the following antigens was performed: SMOC2 (Biorbyt, orb525072), COL14A1 (Novus biologicals, NBP2-15940), mouse PDGFRA (R&D, BAF1062), human PDGFRA (R&D, AF-307-NA), FBLN1 (Human Protein Atlas, HPA001613), LUMICAN (Abcam, ab168348), CCL11 (R&D, AF-420-NA), DPEP1 (Abcam, ab121308), MAC3 (Becton Dickinson), CD55 (ThermoFisher, PA5-78991), mouse CXCL14 (Abcam, ab13741), human CXCL14 (Proteintech, 10468-1-AP), LOX (Novus Biologicals, NB100-2527), Collagen type I (Abcam, ab21286), Vimentin (Abcam ab92547), CD90 (Biolegend 105307), and total collagen

(Picosirius red, Polyscience 09400). Rabbit host primary antibodies were detected with a swine anti-rabbit secondary antibody (Dako, E0431), goat host primary antibodies were detected with a rabbit anti-goat secondary antibody (Dako, E046601-2), followed by signal amplification using Vectastain-ABC (Vector, AK-5000). Visualization was performed with 3,3'-diaminobenzidine (DAB, Agilent K346811-2) for single stains, while double stains were visualized with Vector Red/Blue (Vector, SK5100/5300). Pseudo-fluorescent images were created and adventitial co-localization quantified using the Nuance Multispectral Imaging System or Fiji. Quantification of adventitial area (Defined as the area where medial elastin fibers end and the width is roughly similar to the width of the media), collagen 1 content (% adventitial area), and MAC3 (n/mm² adventitia) was done on images scanned with the Histotech P1000 scanner and analyzed with Qupath (v0.2.0-m8), while Sirius red was quantified on 20X images using Leica Qwin software. Representative images were selected based on the mean value of the corresponding analysis. Please see the Major Resources Table in the Supplemental Materials for additional details on antibodies.

Human sample analysis

Human tissue collection was part of the Maastricht Pathology Tissue Collection (MPTC) and further storage and use of the tissue was in line with the Dutch Code for Proper Secondary use of Human Tissue and the local Medical Ethical Committee (protocol number 16-4-181). This code (<https://www.federa.org/codes-conduct>) entails an opt-out arrangement and hence tissues were not used in case of objection. The applicability of this code for this study was approved by the Maastricht University hospital (MUMC) local Medical Ethical Committees. Human studies conducted by Li et al.⁶⁰ and Wirka et al.⁶¹ are approved by Institutional Review Board at Baylor College of Medicine and Stanford University Institutional Review Board, respectively, and follow the guidelines of the Declaration of Helsinki. Written informed consent was provided by all participants or the organ donors' legal representatives before enrollment. Formalin-fixed, paraffin-embedded (FFPE) carotid arteries were collected at autopsy (n=10), or from patients undergoing carotid endarterectomy (CEA) (n=63 plaques, 43 patients), opposite the plaque (n=10), or at carotid anastomosis during aorta bypass surgery (n=10). 5mm-segments were alternated with frozen segments for histology and RNA isolation in case of CEA. A total of 43 plaque segments were collected from 23 symptomatic patients undergoing CEA in the Maastricht Human Plaque Study (MaasHPS) were used for further microarray analysis. Library preparation, RNA extraction, data processing, normalization and additional information concerning plaque traits have been described in great detail elsewhere^{62, 63}.

Quantification and Statistical analysis

Single-cell sequencing analysis C57BL/6J mice

The 10X Cell Ranger pipeline (v2.1.1) was used to perform alignment of raw sequencing reads to the mouse reference genome (mm10), filtering, barcode, and unique molecular identifiers (UMI) counting. Generated filtered expression matrices were subsequently used for additional quality control and subsequent analysis using the Seurat (v2.3) R package⁶⁴. Initial quality control was performed by removing low quality cells found to express less than 1500 genes, those with a UMI count greater 15,000, or those with more than 15% of reads aligning to mitochondrial genes (mito%, 654 cells removed in total). Global data normalization was then performed using the Normalize Data method⁶⁴, which normalizes gene expression in individual cells based on the total gene expression, followed by multiplying by a factor of 10,000, and transforming the data by log_e. Data was then scaled using the ScaleData method⁶⁴ and dimensionality reduction was performed using principal component analysis (PCA). PCA was carried out using the most variable genes in the dataset, identified by the FindVariableGenes method⁶⁴ selecting genes with a log variance to mean ratio (VMR) greater than 0.1. The appropriate number of principal components to be used for graph-based clustering and t-distributed stochastic neighbour embedding (tSNE) construction was determined by choosing the principal component (PC) after which the standard deviation of subsequent PCs remained approximately constant. Cluster identification was performed using the FindClusters method⁶⁴ using PCA as the chosen method of dimension reduction. Identified clusters were then

visualized on a tSNE plot constructed using the appropriate number of PCs. Clusters found to have a low proportion of cells expressing *Pdgfrb* or containing cells positive epithelial markers (*Krt19*, *Lgals7*, and *Cd82*) were removed from the dataset prior to re-clustering as described above (639 cells in total). Identified clusters were categorized based on their marker gene expression as either being smooth muscle (672 cells positive for *Myh11*, *Acta2*, *Tagln*, *Cnn1*) or fibroblast-like (3736 cells positive for *Col1a1*, *Col1A2*, *Ly6a*, *Mmp2*). Differential gene expression analysis compared smooth muscle cells to fibroblasts cells using the FindAllMarkers command⁶⁴. Only genes expressed in a minimum of 33% of cells in the given cell type, with a minimum log_e fold change (logFC) in expression of 0.25, and with a difference in the fraction of positive cells between groups of at least 33%. Significantly differentially expressed markers were identified by the Wilcoxon rank sum test as having a Bonferroni adjusted P value <0.05. The top 20 markers based on logFC from each cell type were used for heatmap construction. Cell type markers were similar with mito% <10% and <15%.

Following sub-setting of data to contain only fibroblast-like cells, PHATE dimension reduction⁶⁵ was performed using the most variable genes in the fibroblast dataset. Highly variable genes were selected with an average expression (quantified as normalized ln(UMI+1)) between 0.05 and 4 and with a log VMR between 0.075 and 10. Cluster identification within the fibroblast dataset was performed using the FindClusters method⁶⁴ with PHATE⁶⁵ used as the dimension reduction method. Identified clusters were then visualized on the PHATE plot using the DimPlot command⁶⁴. Markers from each fibroblast cluster were identified using the FindAllMarkers method⁶⁴ selecting genes only expressed in at least 25% of cells within the given cluster and with a logFC in expression threshold of at least 0.2. Comparative scRNA-seq datasets were imported directly as filtered count matrices and processed in accordance with the methods from the accompanying publications^{18,28,30,56}.

Single-cell sequencing analysis *Ldlr* KO mice

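The deposited feature tables of the Ldlr KO libraries carry mouse gene identifiers, and the submitters' notes name the mouse genome mm10. In the GENCODE vM21 annotation of GRCm38, Cd55 is ENSMUSG00000026399 (chromosome 1, 130439027 to 130462744), Cxcl14 ENSMUSG00000021508 (chromosome 13, 56288643 to 56296551), Lox ENSMUSG00000024529 (chromosome 18, 52516067 to 52529867) and Ly6a ENSMUSG00000075602 (chromosome 15, 74994877 to 74998031). All of these are protein-coding genes on the minus strand, with coordinates counted from 1.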

Filtered count matrices were generated using the 10X CellRanger V3.0.2 pipeline using the standard GRCh38-3.0.0 genome reference downloaded from 10X genomics (10X Genomics, Pleasanton, USA). The R package scater was used to perform cell filtering quality control on individual datasets⁶⁶. Cells with a UMI count exceeding 3 median absolute deviations (MADs) from the median UMI value were excluded from downstream analysis. Similarly, cells with a total gene count less than 200 genes or with a high proportion of reads originating from mitochondrial genes (>4MADs) were also excluded. Prior to combining the two datasets, data normalisation was performed using the MultiBatchNormalisation method⁶⁷. Mitochondrial and ribosomal genes were excluded from the 2000 highly variable genes identified using the FindVariableFeatures function and the 'vst' selection method in Seurat V3.2.3⁶⁸. Following scaling of data, principal component analysis was performed using the previously identified list of highly variable genes. Clustering of cells was performed using the standard 'FindNeighbours' and 'FindClusters' methods including the first 12 principal components⁶⁸. Clustered data was then visualised in two dimensions using the Manifold Approximation and Projection (UMAP) method calculated using the 'RunUMAP' command⁶⁸. Differential gene expression analysis was performed using the 'FindAllMarkers' method selecting markers expressed in at least 30% of cells in the corresponding cluster and with a minimum log fold change in expression of 0.3 compared to the remainder of the dataset. Count data from cells belonging to the identified fibroblast cluster was extracted to further explore fibroblast heterogeneity using the same processing steps described above. Contaminating schwann and mesothelial cells were excluded from further analysis of fibroblast heterogeneity. 

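Mesothelial-like cells, named by genes of the serosal lining, numbered 27 in the chow and 15 in the HCD library. Schwann-like cells, named by genes of glia that wrap peripheral axons, numbered 10 and 4. With both left in, the fibroblast-like cells would number 586 and 763. Both classes were left out of every fibroblast sum and held too few cells for a comparison of their own.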

PHATE reduction analysis was performed as described below⁶⁹. Published datasets were reanalysed per published methods^{56, 57, 60, 61, 70, 71}.

Cell signature scores

Cell signature scores were calculated as the scaled geometric mean of the expression of selected marker genes within each cell. All gene names within the dataset beginning with 'Mt' were included for generating the mitochondrial signature. All gene names beginning with 'Rpl' or 'Rps' within the dataset were included for calculating the ribosomal signature.

Pseudotime and RNA velocity analysis

Pseudotime cellular trajectories were calculated with the Monocle package (v2.10.1)⁷². Subsets of fibroblast cells were first produced based on the localization of clusters within the branches of the previously generated PHATE plot. The FindMarkers method⁶⁴ was then used to identify markers of clusters localizing at the beginning and end of each PHATE branch. Marker genes with the highest logFC in expression were subsequently used for dimensionality reduction of data to two dimensions using the reduceDimension method⁷². Pseudotime values were then calculated using the orderCells command applying default Monocle parameters⁷². Following scaling from 0 to 1, pseudotime values were subsequently mapped onto the corresponding cells on the previously generated PHATE plots. Directionality of cellular transitions were inferred by calculating the RNA velocity of individual cells using the velocity R package⁷³. Reads were identified as mapping to either intronic or exonic sequences using the DropEst pipeline⁷⁴ utilising the previously generated binary alignment files from the Cell Ranger pipeline. Velocity was then used to calculate RNA velocity using KNN pooling with Kcells = 25 and gamma fit performed using the full range of cellular expression magnitudes. RNA velocity vectors were then superimposed onto the previously generated PHATE plot.

Functional analysis using gene ontology (GO) terminology

Functional enrichment analysis was performed using G:profiler⁷⁵. A ranked list of the differentially expressed genes per end cluster was used as input. To increase the interpretative value, the size of the functional category range was set from 5 to 750. Electronic GO annotations were disabled and the size of query/term intersection was set to 3 to increase the reliability⁷⁶. The top-10 Go biological process terms per cluster were selected and plotted on an excel bubble chart where the diameter of the node represents the -log₁₀(p-Value).

Enrichment analysis using hypergeometric testing

The DEGs from the full trajectories (F1, F2, F3, F4, n = 216; F5, F6, F7, n = 235; F8, F9, n = 317) were intersected with 1) GWAS CAD-associated genes, and 2) human aorta fibroblast DEGs from the study of Li et al⁶⁰. For this, a total of 329 CAD-associated genes were retrieved from the GWAS association file (v1.0, 2021-12-07; downloaded from the GWAS Catalog⁷⁷ website: <https://www.ebi.ac.uk/gwas/>) by searching the key word “coronary” in the term “disease/trait”. In addition, for each of the four human aorta fibroblast clusters reported by Li et al., we downloaded the top 20 DEGs from the original paper⁶⁰ and combined them as a comprehensive fibroblast gene set. Hypergeometric testing was used to evaluate the statistical significance of the overlap genes between trajectory genes and CAD or fibroblast genes. Mouse genes were converted to human genes by biomaRt R package (v2.50.1)⁷⁸.

Data availability

Data are deposited in a repository (GSE196395), and may be inspected on a web-based interface (Plaqueview.com)⁷⁹. Count matrices and code are available upon reasonable request.

Statistical analysis

For human samples, correlations between genes and clinical traits were calculated using Pearson's Correlation Coefficient. Only pairwise complete observations were included if missing values were contained in traits. Student P-value was calculated based on the correlations and sample size. Normality of the data was assessed through D'Agostino-Pearson omnibus normality test and potential outliers were identified through the ROUT method. For mice flow cytometry analysis and Sirius red quantification, an ordinary two-way ANOVA was performed, followed by Tukey's multiple comparisons test. For immunohistochemistry analyses, depending on number of groups unpaired T-test with Welch's correction or one-way ANOVA was used, followed by Bonferroni's multiple comparisons test. Statistical testing was done using Graphpad Prism 7.0.

Supplemental References

56. Gu W, Ni Z, Tan YQ, Deng J, Zhang SJ, Lv ZC, Wang XJ, Chen T, Zhang Z, Hu Y, Jing ZC, Xu Q. Adventitial Cell Atlas of wt (Wild Type) and ApoE (Apolipoprotein E)-Deficient Mice Defined by Single-Cell RNA Sequencing. *Arterioscler Thromb Vasc Biol* 2019;**39**:1055-1071.
57. Dobnikar L, Taylor AL, Chappell J, Oldach P, Harman JL, Oerton E, Dzierzak E, Bennett MR, Spivakov M, Jorgensen HF. Disease-relevant transcriptional signatures identified in individual smooth muscle cells from healthy mouse vessels. *Nat Commun* 2018;**9**:4567.
58. Tabula Muris C. Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. *Nature* 2018;**562**:367-372.
59. Ramachandran P, Dobie R, Wilson-Kanamori JR, Dora EF, Henderson BEP, Luu NT, Portman JR, Matchett KP, Brice M, Marwick JA, Taylor RS, Efremova M, Vento-Tormo R, Carragher NO, Kendall TJ, Fallowfield JA, Harrison EM, Mole DJ, Wigmore SJ, Newsome PN, Weston CJ, Iredale JP, Tacke F, Pollard JW, Ponting CP, Marioni JC, Teichmann SA, Henderson NC. Resolving the fibrotic niche of human liver cirrhosis at single-cell level. *Nature* 2019;**575**:512-518.
60. Li Y, Ren P, Dawson A, Vasquez HG, Ageedi W, Zhang C, Luo W, Chen R, Li Y, Kim S, Lu HS, Cassis LA, Coselli JS, Daugherty A, Shen YH, LeMaire SA. Single-Cell Transcriptome Analysis Reveals Dynamic Cell Populations and Differential Gene Expression Patterns in Control and Aneurysmal Human Aortic Tissue. *Circulation* 2020;**142**:1374-1388.
61. Wirka RC, Wagh D, Paik DT, Pjanic M, Nguyen T, Miller CL, Kundu R, Nagao M, Collier J, Koyano TK, Fong R, Woo YJ, Liu B, Montgomery SB, Wu JC, Zhu K, Chang R, Alamprese M, Tallquist MD, Kim JB, Quertermous T. Atheroprotective roles of smooth muscle cell phenotypic modulation and the TCF21 disease gene as revealed by single-cell analysis. *Nat Med* 2019;**25**:1280-1289.
62. Jin H, Goossens P, Juhasz P, Eijgelaar W, Manca M, Karel JMH, Smirnov E, Sikkink C, Mees BME, Waring O, van Kuijk K, Fazzi GE, Gijbels MJJ, Kutmon M, Evelo CTA, Hedin U, Daemen M, Sluimer JC, Matic L, Biessen EAL. Integrative multiomics analysis of human atherosclerosis reveals a serum response factor-driven network associated with intraplaque hemorrhage. *Clin Transl Med* 2021;**11**:e458.
63. Jin H, Mees BME, Biessen EAL, Sluimer JC. Transcriptional Sex Dimorphism in Human Atherosclerosis Relates to Plaque Type. *Circ Res* 2021;**129**:1175-1177.
64. Butler A, Hoffman P, Smibert P, Papalexi E, Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol*. United States, 2018:411-420.
65. Kevin R. Moon DvD, Zheng Wang, Scott Gigante, Daniel B. Burkhardt, William S. Chen, Kristina Yim, Antonia van den Elzen, Matthew J. Hirn, Ronald R. Coifman, Natalia B. Ivanova, Guy Wolf, Smita Krishnaswamy. PHATE: A Dimensionality Reduction Method for Visualizing Trajectory Structures in High-Dimensional Biological Data. *bioRxiv* 2017.
66. McCarthy DJ, Campbell KR, Lun AT, Wills QF. Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics* 2017;**33**:1179-1186.
67. Haghverdi L, Lun ATL, Morgan MD, Marioni JC. Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. *Nat Biotechnol* 2018;**36**:421-427.
68. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, Hao Y, Stoeckius M, Smibert P, Satija R. Comprehensive Integration of Single-Cell Data. *Cell* 2019;**177**:1888-1902 e1821.
69. Moon KR, van Dijk D, Wang Z, Gigante S, Burkhardt DB, Chen WS, Yim K, Elzen AVD, Hirn MJ, Coifman RR, Ivanova NB, Wolf G, Krishnaswamy S. Visualizing structure and transitions in high-dimensional biological data. *Nat Biotechnol* 2019;**37**:1482-1492.
70. Cochain C, Vafadarnejad E, Arampatzi P, Pelisek J, Winkels H, Ley K, Wolf D, Saliba AE, Zernecke A. Single-Cell RNA-Seq Reveals the Transcriptional Landscape and

- Heterogeneity of Aortic Macrophages in Murine Atherosclerosis. *Circ Res* 2018;**122**:1661-1674.
71. Dawson A, Li Y, Li Y, Ren P, Vasquez HG, Zhang C, Rebello KR, Ageedi W, Azares AR, Mattar AB, Sheppard MB, Lu HS, Coselli JS, Cassis LA, Daugherty A, Shen YH, LeMaire SA. Single-Cell Analysis of Aneurysmal Aortic Tissue in Patients with Marfan Syndrome Reveals Dysfunctional TGF-beta Signaling. *Genes (Basel)* 2021;**13**.
  72. Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, Lennon NJ, Livak KJ, Mikkelsen TS, Rinn JL. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat Biotechnol* 2014;**32**:381-386.
  73. La Manno G, Soldatov R, Zeisel A, Braun E, Hochgerner H, Petukhov V, Lidschreiber K, Kastrioti ME, Lonnerberg P, Furlan A, Fan J, Borm LE, Liu Z, van Bruggen D, Guo J, He X, Barker R, Sundstrom E, Castelo-Branco G, Cramer P, Adameyko I, Linnarsson S, Kharchenko PV. RNA velocity of single cells. *Nature* 2018;**560**:494-498.
  74. Petukhov V, Guo J, Baryawno N, Severe N, Scadden DT, Samsonova MG, Kharchenko PV. dropEst: pipeline for accurate estimation of molecular counts in droplet-based single-cell RNA-seq experiments. *Genome Biol* 2018;**19**:78.
  75. Raudvere U, Kolberg L, Kuzmin I, Arak T, Adler P, Peterson H, Vilo J. g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res* 2019;**47**:W191-W198.
  76. Reimand J, Isserlin R, Voisin V, Kucera M, Tannus-Lopes C, Rostamianfar A, Wadi L, Meyer M, Wong J, Xu C, Merico D, Bader GD. Pathway enrichment analysis and visualization of omics data using g:Profiler, GSEA, Cytoscape and EnrichmentMap. *Nat Protoc* 2019;**14**:482-517.
  77. Buniello A, MacArthur JAL, Cerezo M, Harris LW, Hayhurst J, Malangone C, McMahon A, Morales J, Mountjoy E, Sollis E, Suveges D, Vrousitou O, Whetzel PL, Amode R, Guillen JA, Riat HS, Trevanion SJ, Hall P, Junkins H, Flicek P, Burdett T, Hindorf LA, Cunningham F, Parkinson H. The NHGRI-EBI GWAS Catalog of published genome-wide association studies, targeted arrays and summary statistics 2019. *Nucleic Acids Res* 2019;**47**:D1005-D1012.
  78. Durinck S, Spellman PT, Birney E, Huber W. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat Protoc* 2009;**4**:1184-1191.
  79. Ma WF, Hodonsky CJ, Turner AW, Wong D, Song Y, Mosquera JV, Ligay AV, Slenders L, Gancayco C, Pan H, Barrientos NB, Mai D, Alencar GF, Owsiany K, Owens GK, Reilly MP, Li M, Pasterkamp G, Mokry M, van der Laan SW, Khomtchouk BB, Miller CL. Enhanced single-cell RNA-seq workflow reveals coronary artery disease cellular cross-talk and candidate drug targets. *Atherosclerosis* 2022;**340**:12-22.

How the deposited data were processed for this re-analysis (not part of the article)

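The authors deposited 1 matrix of UMI counts for each of the chow and HCD libraries, and per the file headers and the paper the counts were made with Cell Ranger 3.0.2, while the submitters' notes give 3.1.0. The values are whole numbers per gene and cell barcode, with 500 to 51889 UMIs per chow and 500 to 49818 UMIs per HCD barcode, and the medians per barcode equal those of Table S1. Both feature tables list the same mouse genes, of which 20191 had a UMI in the chow and 20121 in the HCD library. Reads were not realigned. The C57BL/6J and human data that the paper also uses were left out, since only the counts of the Ldlr KO libraries were at hand.

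Barcodes were removed per library with fewer than 200 genes, a UMI count above the median by 3 median absolute deviations (scaled by 1.4826) or a mitochondrial share above the median by 4, as the supplemental methods state. The kept cells held 36596332 chow UMIs (median 7759 per cell) and 31991436 HCD UMIs (median 3482 per cell). Both libraries were clustered together in Seurat 5.3.0 (R 4.3.3) with 2000 variable genes, without mitochondrial and ribosomal genes, 12 principal components, 20 neighbours and resolution 0.8, which the paper does not state, after rescaling the counts between libraries. This gave 23 clusters. The fibroblast-like cells were clustered again in the same way.

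A cluster took the name of a cell class from the 20 marker lists where at least 3 markers were detected in 25% of its cells at 2 times their level elsewhere, with its 10 leading genes (detected in 50% of its cells) used to tell classes apart. This naming rule went through several forms after tables of the clusters had been seen, and the last change, from ranking leading genes with 0.5 counts added to ranking with 10 CPM added, came after values of Ly6a, Cd55, Cxcl14 and Lox had been printed for all settings. The last change left the 549 chow and 744 HCD fibroblast-like cells of the main setting as they were. Results under the earlier form are given with the other alternatives. Also chosen after clusters were seen were the least number of 20 cells per cluster, the grouping of fibroblast clusters by their highest core signature, and the alternatives with doublets removed at the expected rate, with clusters held by both libraries and with no least number of cells.

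Counts of each class with at least 50 cells in each library were summed per library and compared as log2 ratios of CPM, with exact Poisson intervals for a level, conditional Poisson intervals for a ratio and Clopper-Pearson intervals for a share, all at 95%. Shares of cells with a UMI were taken on all cells and with cells thinned to 1000 UMIs. Co-detection of genes was compared with independence within 5 bins of UMI count. Named genes are those the paper names for these libraries, the members of the 36 gene lists, and in each class the 10 highest and 10 lowest log2 ratios among genes with at least 100 UMIs in the library where they are higher and a UMI in 10% of its cells there. Mitochondrial, ribosomal, immunoglobulin, haemoglobin and predicted genes were left out, as were genes whose CPM was under 5% of that in the highest class of the same library, since free RNA brings such genes into every class. A list member counts as higher or lower at a CPM ratio of 1.5 with at least 20 UMIs. The lists held 271 genes, of which 1 (Elin of the core F8 signature) had no entry under that name. Median log2 ratios of lists were ranked among 10000 random lists of genes of matched level, which describes these libraries only. No mouse, pool or library was used as a replicate.

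The alternatives were a UMI filter on the log scale or none, removal of doublets called by Scrublet, log-normalisation to 10000 UMIs without rescaling, 20 principal components, resolution 0.4 and 1.2, thinning to 500 and 2000 UMIs, at least 2 UMIs for a positive cell, scaling by the median ratio of genes with at least 50 UMIs in both libraries, equal weight per fibroblast cluster, and 20 or 500 UMIs for named genes. Scrublet called 1 chow cell (0.0245%) and 62 HCD cells (0.886%), against an expected 3.27% and 5.60% at 0.8% per 1000 cells, so its calls have not worked on chow, and an alternative removed the 133 chow and 391 HCD cells with the highest scores. PHATE, RNA velocity and Monocle were not run, since PHATE was not installed and the deposited counts do not tell spliced from unspliced transcripts. The steps were tested on simulated data: for fibroblast-like cells the interval covered the true ratio for 98.0%, 94.0%, 92.0% and 98.0% of 50 genes each set 4, 2, 0.5 and 0.25 times as high, and for 96.0% of 10439 genes left equal. Sums, intervals and thinning used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, and figures matplotlib 3.10.9.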

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

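Among the tests below, the comparison of cholesterol synthesis genes between endothelial-like and fibroblast-like cells was chosen after its result had been seen, and the outcome that would exclude or keep each other explanation was written down before its test was run.

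Ly6a was lower in HCD than in chow fibroblast-like cells, as the paper also reports. It is itself among the 7 of 8 genes of progenitor-type fibroblasts that were lower. Apart from Ly6a, the paper reports no result by diet on this list. If another makeup of fibroblast clusters were the cause, the mean log2 ratio within clusters should be near 0, and if not, well below 0 in every cluster: it was −0.38, with clusters 6 and 7 above 0 and the other 4 below, which cannot tell. If more nuclear RNA per HCD cell were the cause, the ratio should vanish within bins of nuclear RNA. It was −0.76 on average and below 0 in all 5 bins, which excludes this as the whole cause. Bins 1 to 4 gave −0.73, −0.58, −0.58 and −0.72, smaller in size than the −0.96 over all cells, so a partial share stays open. Bin 5 (−1.17) spans 8.53% to 35.6% nuclear RNA, with 26 chow and 232 HCD cells. Free RNA richer in Ly6a in the chow library is excluded too, since macrophage-like cells had 2.29 CPM less in chow (−2.29) where fibroblast-like cells had 587 CPM more. Lower Ly6a within fibroblasts on HCD and fewer fibroblasts of the kinds that carry it both stay open as hypotheses, and diet cannot be told apart from the library.

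Of 15 genes of cholesterol synthesis and uptake, 13 were lower in HCD fibroblast-like cells, a list on which the paper reports no result by diet. The list holds Ldlr, the gene disrupted in all the mice, which counts among the 13 by just passing 1.5 times. If another makeup of fibroblast clusters or more nuclear RNA per cell were the cause, the median of the list should be near 0 within clusters or within bins of nuclear RNA. The means were −1.05 over 6 clusters and −2.07 over 5 bins, all below 0, which excludes both as the whole cause. In clusters 6, 7 and 8 the list had fewer than 100 UMIs per library, so for the makeup this rests on clusters 0 (−1.52), 1 (−1.35) and 4 (−1.55). These genes were not lowered alike in every class, since in endothelial-like cells the median log2 ratio was 1.42 above that of fibroblast-like cells. This comparison was chosen after its result had been seen, so it is no test. The median was also low in SMC/pericyte-like (−1.30) and dendritic cell-like cells (−0.69), and a difference between the libraries that acts unevenly over classes stays open. Lower synthesis of cholesterol in fibroblasts of mice fed cholesterol is a hypothesis that remains, and neither time of collection nor any other difference between the pools can be told apart from diet.

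Dbp, an output gene of the circadian clock, had a log2 ratio of −2.60 in fibroblast-like cells, and Nr1d1 was lower (−1.41) and Arntl higher (0.83), genes on which the paper reports nothing. The clock gene Hlf, seen beside them, was level in these cells (−0.03, −0.22 to 0.16). If the HCD pool had been collected at another phase of the clock, the clock genes not seen before should lie in the direction this predicts. The limit was at least 75% of them in each of 3 classes. By sign alone 66.7% did (8 of 11 in fibroblast-like, 7 of 12 in endothelial-like and 7 of 10 in SMC/pericyte-like cells), which cannot tell. Per1, Per2 and Usp2 had the other sign in each class, and Ciart and Npas2 in endothelial-like cells. The intervals of Ciart (−0.62 to 1.42) and Npas2 (−0.98 to 1.02) there held 0. So did those of Per2 and Usp2 in endothelial-like and of Per1 and Usp2 in SMC/pericyte-like cells. Some genes counted as predicted had such intervals too, among them Per3 in endothelial-like cells (−0.41 to 0.18). Another makeup of fibroblast clusters and more nuclear RNA per cell are excluded as the whole cause, since Dbp had a mean log2 ratio of −2.89 within 6 clusters and −2.63 within 5 bins, all below 0. The paper gives no time of day for the collection of either pool, so another phase and an effect of the diet on the clock both stay open as hypotheses.

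In endothelial-like cells 6 of 7 LXR target and cholesterol efflux genes were higher in the HCD library and Apoe was lower (1498 CPM in chow and 816 CPM in HCD), a list the paper does not report, and beside it 6 of 8 genes of inflammatory macrophages (median log2 ratio 2.06) and 4 of 7 of resident macrophages (1.17) and 2 of 4 nuclear RNAs were higher in the same cells. In monocyte-like cells Abcg1 had a log2 ratio of 1.89, and in macrophage-like cells Folr2 had one of −1.20, and the paper reports on neither cell type by diet. Nr1h3, which encodes LXR alpha, was lower in HCD SMC/pericyte-like cells (−1.15) and higher in HCD endothelial-like cells (0.64), and the difference between these classes was not tested.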

How the results depend on the processing

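The alternatives with clusters held by both libraries, with no least number of cells per cluster, with doublets removed at the expected rate and with the earlier ranking of leading genes were chosen after results had been seen. Over all settings 489 values were compared with the main setting: 331 stayed the same, that is within the 95% interval of the main value or, for a number of genes or clusters, within 1.5 times of it, 147 moved and 11 turned to the other side of 0, and the cause was not tested. These numbers are no measure of robustness. The earlier ranking in the main setting kept the same cells, so its 31 values had to stay. The UMI filter on the log scale and no upper UMI filter kept the same cells as each other and count separately. Shares thinned to other depths move with depth. Ly6a stayed lower in HCD fibroblast-like cells under every setting (−1.10 to −0.38). The cholesterol synthesis and uptake genes, Ldlr among them, were recounted only with median-ratio scaling (14 lower) and in the clusters held by both libraries (15 lower), against 13 in the main setting. They were not recounted with other filters, doublets removed, principal components, resolutions or naming rules. The share of unnamed cells was 0.906% in chow and 14.0% in HCD with 20 principal components, and with the earlier ranking 6.14% and 16.8% with no upper UMI filter, 4.19% and 5.30% with log-normalisation and 5.26% and 2.70% at resolution 1.2. Below, a share of a gene is that of its fibroblast UMIs in the cluster where it is highest, a level is the log2 ratio of HCD over chow in fibroblast-like cells, the contrast is the log2 ratio of Ly6a in the cluster with the highest Cd55 against the others, and values that moved are given by setting. Shares of cells with Cd55, Cxcl14 or Lox are at equal depth, chow before HCD.

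With 20 principal components the HCD contrast was 1.26 (reversed), the shares were Cd55 52.1% and Lox 17.0% in HCD, and Cxcl14 81.7% and Lox 29.8% in chow. With Scrublet doublets removed the HCD share of Lox was 22.0%. With the UMI filter on the log scale and with no upper UMI filter, which kept the same cells, levels were Cxcl14 −0.42 and Ly6a −0.64, the HCD contrast −0.11, HCD cells with Ly6a 71.5% and 33.4% at equal depth, fibroblast-like cells 11.9% of HCD cells, and shares Cd55 14.4% in HCD and 55.6% in chow, Cxcl14 64.1% and 83.2%, and Lox 27.2% in HCD. With at least 2 UMIs cells with Ly6a were 85.3% in chow and 48.3% in HCD, at equal depth 30.7% and 11.1%, and co-detection in chow was 0.41 for Cd55 and Cxcl14 and 0.80 for Cd55 and Lox, with cells positive for Cd55 3.10% and 2.87%, Cxcl14 8.76% and 5.46% and Lox 2.01% and 1.78%. Of 20 named genes per class, those still named with at least 20 UMIs were 3 in SMC/pericyte-like, 1 in dendritic cell-like, 4 in granulocyte-like, 12 in T/NK cell-like and 11 in monocyte-like cells, and with at least 500 UMIs 0 in SMC/pericyte-like, dendritic cell-like and T/NK cell-like, 5 in fibroblast-like, granulocyte-like and monocyte-like, 7 in macrophage-like, 9 in endothelial-like and 10 in B cell-like cells. With equal weights over clusters levels were Cd55 0.24 and Cxcl14 0.20 (both reversed, but resting in part on clusters with 0 to 2 UMIs of the gene in a library, where the 0.5 counts added set the ratio) and Ly6a −0.38. With log-normalisation the HCD share of Lox was 22.6%. With median-ratio scaling levels were Cxcl14 −0.70, Lox 0.29 and Ly6a −1.08, 1 LXR target gene and 4 core F8 genes were higher in fibroblast-like cells, and 2 cholesterol synthesis genes were lower in endothelial-like cells. At resolution 0.4 there were 7 fibroblast clusters, the HCD contrast was −1.13, and shares were Cxcl14 96.6% in chow and Lox 22.1% in HCD. At resolution 1.2 shares were Cxcl14 47.8% in HCD and 79.2% in chow and Lox 22.1% in HCD. Thinned to 2000 UMIs, cells with Ly6a were 72.3% in chow and 43.9% in HCD, with Cd55 21.1% and 16.0%, Cxcl14 17.6% and 14.7% and Lox 19.4% and 25.3%, and thinned to 500 UMIs with Ly6a 36.8% and 18.0%, Cd55 6.92% and 5.24%, Cxcl14 10.2% and 8.20% and Lox 6.74% and 8.87%.

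With doublets removed at the expected rate 90.0% of chow cells held Ly6a, and shares were Cd55 37.2% in HCD and 65.2% in chow, Cxcl14 74.0% in HCD and Lox 23.9% in HCD. In clusters held by both libraries levels were Cd55 −0.0367, Cxcl14 −0.74, Lox 0.15 and Ly6a −0.70, HCD cells with Ly6a 79.2% and 36.8% at equal depth, chow cells with Cd55 6.11%, and 2 core F1 and 3 progenitor-type genes were lower. With no least number of cells the HCD contrast was 1.59 (reversed) and the HCD share of Cd55 26.9%. With the earlier ranking and log-normalisation, levels were Cd55 −0.72, Cxcl14 0.34 (reversed) and Ly6a −1.04, contrasts 0.17 in HCD (reversed) and 0.65 in chow, chow cells with Ly6a at equal depth 63.0% and with Cd55 17.5%, cells with Cxcl14 2.83% and 5.57%, fibroblast-like cells 9.55% of chow and 8.89% of HCD cells, and shares Cd55 75.5% and 29.0%, Cxcl14 93.2% and 48.0% and Lox 42.6% and 31.9% in chow and HCD. With the earlier ranking and no upper UMI filter, levels were Cd55 0.10 (reversed), Cxcl14 −0.76, Lox 0.25 and Ly6a −0.56, contrasts 1.46 in HCD and −0.42 in chow (both reversed), chow cells with Ly6a 89.0% and 45.6% at equal depth, cells with Cd55 4.95% and 3.21% and with Cxcl14 19.0% and 13.3%, fibroblast-like cells 8.69% of chow and 9.33% of HCD cells (more in HCD, unlike the main setting), and shares Cd55 14.1% in chow and 29.0% in HCD, Cxcl14 93.8% and 34.9%, and Lox 33.6% in HCD. With the earlier ranking at resolution 1.2, levels were Cd55 −0.81, Cxcl14 2.45 (reversed) and Ly6a −1.10, contrasts 0.13 in HCD (reversed) and 0.69 in chow, co-detection of Cd55 and Cxcl14 0.35 in chow and 0.47 in HCD, cells with Cd55 18.6% and 11.0%, with Cxcl14 1.5% and 4.86% and with Lox 16.2% in HCD, fibroblast-like cells 8.18% and 8.12%, and shares Cd55 80.8% in chow, Cxcl14 70.7% in chow and 56.5% in HCD, and Lox 51.6% and 22.2%.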

Differences from the paper's values

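The paper's text gives 7 fibroblast clusters, and 11 were found here. A number counts as differing where it is more than 1.5 times the other. By this, the number did not differ at resolution 0.4 (7) and with 20 principal components (10), and differed with either UMI filter (12), with Scrublet doublets removed (11), with log-normalisation (11) and at resolution 1.2 (14). For all cells the paper shows about 12 clusters (Figure 6A, read by eye), and 23 were found here, which did not differ at resolution 0.4 (16) and did with 20 principal components (28), at resolution 1.2 (27), with the UMI filters (25) and with Scrublet doublets removed or log-normalisation (23 each). The paper states no resolution.

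The legend of Figure 6 states that LOX+ fibroblasts were reduced, which the paper's text describes at the protein level in aortic roots of HCD mice. The counts measure transcripts in thoracic adventitia of chow and HCD pools, so the measures and samples are unlike. In them Lox had a log2 ratio of 0.41, or 0.29 relative to the median gene, and 0.15 in the clusters held by both libraries, which is near level, and the share of cells with a Lox UMI at equal depth was 10.0% in chow and 13.3% in HCD. On the side of the legend, cluster 4, the core F8 cluster and the one with the highest Lox in chow, held 11.5% (8.93 to 14.4) of chow and 7.66% (5.85 to 9.81) of HCD fibroblast-like cells and 33.3% and 22.1% of the Lox UMIs, and Lox was lower in HCD within cluster 8 (−0.73, −1.23 to −0.26), though not within cluster 4 (0.03), and higher within clusters 1 (0.44, 0.12 to 0.76), 6 (0.71, 0.25 to 1.23) and 7 (1.61, 0.15 to 3.76, from 4 and 19 UMIs). The paper describes Lox as mutually exclusive from cells with Cd55 and Cxcl14, while Lox was found together with Cd55 and with Cxcl14 about as often as independence gives in both libraries at 1 UMI, and with Cd55 at 0.80 (0.61 to 1.03) of it in chow at 2 UMIs. A single UMI of Cd55 or Cxcl14 may come from free RNA, but a Lox UMI was found in none of 542 chow and in 0.785% of HCD macrophage-like cells. The paper describes high Ly6a along the trajectory with Cd55. The clusters of core F1 hold most Cd55, in HCD with cluster 2 counted in. Over them Ly6a was higher than over those of core F5 in chow (1564 and 605 CPM) and in HCD (920 and 383 CPM), which goes with the paper. In cluster 4 of core F8, however, Ly6a was higher still (1766 CPM in chow and 1019 CPM in HCD). The single cluster with the highest Cd55 had more Ly6a than the other cells in chow, less in HCD among clusters of at least 20 cells (−0.49, in cluster 2), and more in HCD when the 18 cells of cluster 5 were used (1.59).

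Table S9 of the paper gives 92.9% of chow and 59.3% of HCD fibroblasts with Ly6a, and the shares here were 92.7% and 66.4%, on classes built anew.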

Other observations

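Genes of cholesterol handling differed between the libraries in most classes. In monocyte-like cells the cholesterol efflux genes Abca1 (32.0 CPM in chow and 198 CPM in HCD, log2 ratio 2.61) and Abcg1 (93.8 and 349 CPM) were higher in the HCD library, together with Mylip (1.29), whose product degrades the LDL receptor, and the synthesis gene Cyp51 (−3.28) was lower. In macrophage-like cells Abcg1 (24.6 and 100 CPM, 2.02), Mylip (1.10) and Abca1 (0.73) were higher and Apoe was lower (10872 and 4709 CPM, −1.21). In endothelial-like cells Abcg1 (1.35), Abca1 (1.17), Scd1 (0.93) and the lipase gene Lpl (1.22) were higher, and in dendritic cell-like cells Abcg1 (1.36). LXR target genes higher by at least 1.5 times numbered 4 of 7 in monocyte-like and macrophage-like, 4 of 6 in dendritic cell-like and 3 of 7 in SMC/pericyte-like cells, beside nuclear RNAs, 3 of 3 in monocyte-like, 3 of 4 in macrophage-like, 2 of 3 in dendritic cell-like and 1 of 4 in SMC/pericyte-like cells. In T/NK cell-like cells 5 of 6 LXR target genes were higher and in B cell-like cells 3 of 6, but so were genes that lymphocytes should lack: 4 of 4 and 5 of 5 genes of resident macrophages, 5 of 6 and 7 of 7 of inflammatory macrophages, and 3 of 3 and 4 of 4 nuclear RNAs, with Apoe at 47.8 CPM in chow and 171 CPM in HCD T/NK cell-like cells and 4 of 5 MHC class II genes higher there. Cholesterol synthesis and uptake genes lower in HCD numbered 10 of 13 in SMC/pericyte-like, 10 of 12 in monocyte-like, 9 of 14 in dendritic cell-like, 6 of 15 in macrophage-like, 4 of 13 in T/NK cell-like, 2 of 15 in B cell-like and 1 of 12 in endothelial-like cells. In granulocyte-like cells the lipid storage genes Dgat1 (2.62) and Plin2 (2.26) were higher and S100a8 (−2.30) and S100a9 (−2.01) lower, but 60 of 66 chow cells lay in 1 cluster and 117 of 138 HCD cells in another.

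Macrophage-like cells of the HCD library had lower levels of genes of resident adventitial macrophages, 5 of 8: Folr2 (1000 CPM in chow and 435 CPM in HCD), Cbr2 (−0.96), Pf4 (−0.92), Timd4 (−0.67) and Lyve1 (−0.66). Beside this, nuclear RNAs made up 3.21% of their UMIs in chow and 4.32% in HCD and mitochondrial transcripts 2.62% and 4.54%, and the makeup differed: the cluster led by Pf4, Lyve1, Cd209f and Folr2 held 336 of 542 chow and 559 of 1146 HCD cells, and a cluster of low depth 26 and 222. Retnla (7585 and 2173 CPM), Cxcl13 (−2.31), Fcna (−2.03), Cd209f (−1.94), Trem2 (−0.86) and Il1b (−0.88) were lower too, and the collagenase gene Mmp13 (1.57), Nectin1 (1.80) and Oas2 (1.79) were higher. In SMC/pericyte-like cells 4 of 8 contractile genes were lower in the HCD library, Tagln (−1.09), Des (−0.89), Acta2 (−0.83) and Cnn1 (−0.78), and Myocd (0.73) was higher, while Ctgf (1.66), Eln (1.62) and Bmp2 (1.40) were higher and Ass1 (−2.85) and Pln (−1.75) lower. In the same cells 6 of 14 immediate-early and heat shock genes, which dissociation induces, were lower, and of 6 genes of the paper's fibroblast signature 3 were higher and 1 lower. In endothelial-like cells Gramd1b (1.88) and Ifi44 (1.45) were higher and Tagln (−1.85) and Ackr1 (−1.36) lower. In monocyte-like cells Adrb1 (2.22) and Rgs1 (1.98) were higher and Capg (−1.86) and Crip1 (−1.40) lower. Of the monocyte-like cells 80 of 149 in chow lay in 1 cluster and 456 of 677 in HCD in another, and of the SMC/pericyte-like cells 135 of 245 and 147 of 244. The SMC/pericyte-like cluster with most chow cells was led by Rgs5, Kcnj8 and Postn. The one with most HCD cells had Myh11, Acta2, Lmod1 and Tagln among its leading genes, a makeup that alone would raise contractile genes in HCD. In T/NK cell-like cells Cd83 (2.70) was higher and Tnfrsf4 (−1.76) lower. In B cell-like cells, whose clusters differ between the libraries, Cd44 (1.63) was higher and Vpreb3 (−2.15), Mki67 (−1.76) and 5 of 6 MHC class II genes lower.

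Among genes that pass the limits of the naming rule (at least 100 UMIs, a UMI in 10% of cells and the classes of genes left out), the lowest log2 ratios in fibroblast-like cells were those of Idi1 (−2.68), Fdps (−2.64), the clock gene Dbp, Sqle (−2.33), Fdft1 (−2.04), Msmo1 (−1.91), Ecscr (−1.91), Sbsn (−1.87), Il18 (−1.84) and Mvd (−1.81), of which Idi1, Fdps, Sqle, Fdft1, Msmo1 and Mvd belong to cholesterol synthesis. The median of the cholesterol list (−1.52) lay below that of each of the 10000 random lists, and Hmgcr (−0.33) and Srebf2 (−0.53) were between. The highest among these genes were those of Kcne4 (2.31), Fblim1 (1.98), Fmod, Pax1 (1.92), Myo1d (1.88), Slc7a2 (1.84), Neurl1b (1.74), Unc13b (1.73), Epha3 (1.69) and Mical2 (1.68). Sbsn and Ecscr were among the leading genes of fibroblast cluster 5 (92 chow and 18 HCD cells). Pax1, Fmod and Epha3 were among those of cluster 6 (29 and 74), and Kcne4 of cluster 9 (11 and 45). The ratios of these genes can reflect the makeup of clusters, which was not tested for them. Of 7 LXR target genes Abcg1 (1.62) and Mylip (0.59) were higher and none lower, with only 1 higher relative to the median gene. Of 15 chemokine and cytokine genes Il6 (0.91) was higher and Cxcl13 (−1.14), Ccl2 (−1.13), Il33 (−0.84) and Cxcl2 (−0.83) lower. Of 10 complement genes C4b (0.96), a close copy of C4a, and Cfh (0.93) were higher and Cd59a (−1.13) lower. Of 13 interferon response genes Ifit1 (1.14) and Iigp1 (0.62) were higher and Psmb8 (−0.77) lower, none of 5 MHC class I genes differed, and of 6 MHC class II genes H2-Aa (0.96), H2-Ab1 (0.84) and Ciita (1.06) were higher. None of 14 immediate-early and heat shock genes and none of 4 genes of the sex check differed, Nqo1 was the 1 of 6 metallothionein and oxidative stress genes that was lower (−1.37), and Cenpf the 1 of 4 cell cycle genes that was higher, from 0 and 28 UMIs. In the clusters held by both libraries 2 of the 14 immediate-early and heat shock genes were higher, and relative to the median gene 1 was lower. Of these genes, Atf3 (1071 CPM against 114 in other fibroblast-like cells) and Zfp36 (3567 against 468) marked cluster 9, which Il6 led. That cluster held 11 chow and 45 HCD cells, so such cells were not equally frequent.

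Lists of other cell types, counted in fibroblast-like cells, hold genes that fibroblasts share, or that free RNA or the cells of cluster 10 can bring in. Cluster 10 (16 chow and 29 HCD cells) stayed in the fibroblast sums, though immune and endothelial genes led it, among them Ccl5, Cd52, Pecam1 and Flt1. It had 755 CPM of Ccl4 against 3.69 CPM in other fibroblast-like cells, and 2484 against 77.8 CPM of Fabp4. Ratios of such genes rest in part on these few cells. Of 9 genes of lipid-associated macrophages Cd36 (1.64) and Gpnmb (1.07) were higher in HCD and Cd63 (−0.70) lower, and of 5 genes of resident macrophages 4 were higher, Mrc1 (2.74) from 12 and 56 UMIs. Of 7 genes of inflammatory macrophages Il1b (1.94) was higher and 6 lower, among them Ccl4 (−1.87), and of 6 genes of endothelial activation Cxcl9 (−1.49), Cxcl10 (−0.78) and Ccl2 were lower. Of 6 genes of endothelial lipid handling Cd36, Cav1 (0.68) and Fabp4 (0.63) were higher, and of 6 contractile genes Lmod1 (1.12) and Myh11 (0.96). In the other direction, the paper's fibroblast signature genes were higher in the HCD library in 7 of 7 cases in B cell-like and endothelial-like cells, in 6 of 7 in macrophage-like, in 6 of 6 in T/NK cell-like and in 5 of 5 in monocyte-like cells, classes that should lack them.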
